# Crosstalk between β-carbonic anhydrases and PsbS in the regulation of photosynthesis and stress tolerance in Arabidopsis

**DOI:** 10.1093/jxb/erag155

**Published:** 2026-04-02

**Authors:** Alex Białas, Joanna Dąbrowska-Bronk, Piotr Gawroński, Stanisław Karpiński

**Keywords:** Bicarbonate, carbonic anhydrases, CO_2_ assimilation, pH homeostasis, photooxidative stress, photoprotection, photosynthesis, PsbS, water use efficiency

## Abstract

Plant growth and stress responses are tightly linked to chloroplast retrograde signaling. Key regulators, such as the 22 kDa PSII protein (PsbS) and β-carbonic anhydrases (βCAs), have been implicated in photoprotection and stress acclimation. In this study, we investigated the effects of simultaneously overexpressing *βCA1* and/or *βCA2* in a PsbS-overexpressing *Arabidopsis thaliana* background. Double and triple transgenic lines (oePsbSoeβCA1 and oePsbSoeβCA1βCA2) showed enhanced photoprotection, improved acclimation to fluctuating light, and greater water use efficiency, but at the cost of reduced biomass relative to Col-0 and the *npq4-1* mutant. Following bicarbonate fertilization, the triple overexpression line had improved biomass compared with oePsbS and *npq4-1*, but not compared with Col-0. Importantly, our data reveal that βCAs modulate PsbS abundance, supporting the existence of their crosstalk. Bicarbonate treatment activated stress-responsive genes and transcription factors exclusively in oePsbSoeβCA lines, indicating heightened sensitivity associated with elevated activity of βCAs. Together, these findings suggest a previously unrecognized regulatory link between the activity of βCAs and PsbS turnover in fine-tuning stress responses and productivity, mediated at least in part by changes in PsbS expression. However, the underlying molecular mechanisms require further investigation to determine whether these effects are specific to the PsbS level or reflect a broader role for βCAs.

## Introduction

Oxygenic photosynthesis is the foundation of life on Earth, enabling plants to convert light energy, carbon dioxide (CO_2_), and water (H_2_O) into organic compounds and oxygen (O_2_) (Stirbet *et al.*, 2020). To balance the absorption of light energy with the demands of photochemistry, plants have evolved sophisticated photoprotective mechanisms, most notably non-photochemical quenching (NPQ), which safely dissipates excess excitation energy as heat and fluorescence (Müller *et al.*, 2001). NPQ consists of a ΔpH and PsbS-dependent process (qE), photoinhibition (qI), state transition (qT), and zeaxanthin formation (qZ) (Baker, 2008). The 22 kDa PSII subunit PsbS protein, belonging to the Chl *a*/*b*/xanthophyll-binding proteins [light-harvesting complex (LHC)] superfamily, is a central component of the NPQ response, acting as a sensor of lumenal pH and facilitating rapid photoprotection under fluctuating and high-light conditions (Takizawa *et al.*, 2007; Johnson and Ruban, 2010; Fan *et al*., 2015). Recently, it was demonstrated that the PsbS protein level, as well as local, systemic, and network wave-like changes in NPQ, influences the plastoquinone (PQ) pool redox status, and thus electrical, ΔpH-, abscisic acid (ABA)-, salicylic acid (SA)-, and jasmonic acid (JA)-dependent retrograde signaling pathways from chloroplasts. PsbS regulation and its involvement in chloroplast retrograde signaling—whereby chloroplast status influences nuclear gene expression—has emerged as a key determinant of plant acclimation, stress tolerance, and productivity (Mühlenbock *et al.*, 2008; Szechyńska-Hebda *et al.*, 2010, 2022; Ciszak *et al*., 2015; Gururani *et al.*, 2015; Górecka *et al.*, 2020; De Ollas *et al.*, 2021; De Souza *et al.*, 2022; Molinari *et al.*, 2023; Kamran *et al*., 2025, 2026; Zarrin Ghalami *et al*., 2026).

Nowadays, many researchers wonder how to improve photosynthesis for C_3_ and C_4_ plants, and thus biomass and seed yield during the time of global warming. There are some suggested transgenic modifications to improve photosynthesis of C_3_ plants, such as introducing the CO_2_-concentrating mechanism from algae or C_4_ plants, optimizing the electron transport chain (ETC) and photorespiration, improving recovery of NPQ and light absorption/conversion, and modifying Calvin cycle enzymes (Price *et al.*, 2013; Ort *et al.*, 2015; Kromdijk *et al.*, 2016). So far, to improve photoprotective mechanisms and biomass production, overexpression of genes coding for violaxanthin deepoxidase (VDE), PsbS, and zeaxanthin epoxidase (ZEP) has been provided in different plant species. Overexpression of *VDE*, *PsbS*, and *ZEP* in tobacco and soybean plants showed improved NPQ, seed yield, and biomass production (Kromdijk *et al.*, 2016; De Souza *et al*., 2022). Conversely, in Arabidopsis and potato plants, overexpression of the same genes resulted in improved NPQ but reduced growth under fluctuating light (Garcia-Molina and Leister, 2020; Lehretz *et al.*, 2022). *Arabidopsis thaliana* overexpressed PsbS protein had a higher qE capacity during short-term high-light conditions. Transgenic plants were significantly more tolerant to transient photoinhibition expressed by having higher PSII maximal photochemical efficiency (*F*_v_/*F*_m_), in contrast to the *npq4-1* mutant, which lacks functional PsbS (Li *et al.*, 2002; Górecka *et al.*, 2020). Arabidopsis plants lacking the functional PsbS gene and protein (*npq4-1* mutant) after excess light stress could not establish an optimal fluorescence decay time in comparison with wild-type plants with a functional PsbS gene and protein (Ciszak *et al*., 2015). These results indicate that increased photosynthetic productivity by, for example, improved relaxation of photoprotection, not only depends on the species and its morphology, but is strictly related to the physiological and molecular basis of manipulated processes.

Recent studies have expanded knowledge about proteins involved in chloroplast signaling, including β-class carbonic anhydrases (βCAs). βCAs are the most abundant in land plants, catalyzing the reversible hydration of CO_2_ to bicarbonate (HCO_3_^−^), supporting CO_2_ supply for photosynthesis and influencing pH homeostasis (Moroney *et al*., 2001). In C_3_ plants, βCAs are localized to multiple subcellular compartments, with βCA1 targeted to the chloroplast and βCA2 predominantly to the cytosol, although the subcellular localization of CAs and their isoforms varies among species. Beyond their well-defined function, βCAs have been implicated in stomatal regulation, amino acid and lipid biosynthesis, and responses to both biotic and abiotic stresses (DiMario *et al.*, 2017; Kolbe *et al.*, 2018). Notably, βCA activity has been linked to the regulation of NPQ and the photosynthetic ETC, suggesting a potential interplay with photoprotective and signaling pathways (Dąbrowska-Bronk *et al.*, 2016; Shitov *et al.*, 2018).

Indeed, CAs participate in plant acclimation to diverse stresses, including drought, high light, elevated CO_2_, heat, salinity, inorganic carbon deficit, excess HCO_3_^−^, and pathogen attack (Wang *et al.*, 2016; Kolbe *et al.*, 2018; Hu *et al.*, 2021; Polishchuk, 2021). Their expression patterns vary depending on stress type, intensity, and plant species, and our previous findings suggested that CAs may contribute to HCO_3_^−^ detoxification and facilitate its utilization in photosynthesis (Dąbrowska-Bronk *et al.*, 2016). Furthermore, recent work has shown that, under stress conditions, chloroplast βCAs and their isoforms can be translocated into the cytoplasm and nucleus, where they interact with proteins of the SA signaling cascade, although the physiological significance of this phenomenon remains unclear (Medina-Puche *et al.*, 2017).

Given the emerging roles of βCAs and PsbS in photosynthetic and photoprotective mechanisms in C_3_ plants, we tested the combined effect of *βCA1* and/or *βCA2* overexpression in the *A. thaliana* PsbS-overexpressing background. We aimed to determine how this genetic combination influences photosynthetic parameters, biomass production, and stress responses, particularly under bicarbonate fertilization. The results demonstrated that overexpression of *βCA1* and/or *βCA2* enhanced photoprotection and water use efficiency (WUE) but reduced stomatal conductance (*g*_s_) and transpiration rate, leading to decreased biomass yield. Recent studies have identified βCAs and PsbS as important regulators of plant stress responses, beyond their well-known function in carbon metabolism and photoprotection, respectively. We also observed that overexpression of *βCA1* and/or *βCA2* in a PsbS-overexpressing background leads to a substantial decrease in PsbS protein level, suggesting a previously unrecognized regulatory interaction. Together, these findings provide new insights into the complex interplay between CAs, PsbS, and inorganic carbon in plant acclimation, while highlighting key limitations and the need for future research.

## Materials and methods

### Plant material and growth conditions

#### General growth conditions

Wild-type, mutant, and transgenic plants were germinated on Jiffy pots (Jiffy Products, The Netherlands). Pots were kept for 48 h at 4 °C and then placed in laboratory conditions—long-day photoperiod (16 h light/8 h dark) in 120 µmol m^–2^ s^–1^ [normal light (NL)], 80 µmol m^–2^ s^–1^ [low light (LL)], and 800 µmol m^–2^ s^–1^ [high light (HL)], and a temperature range of 20/22 °C in a growth chamber (BDR16, Conviron, UK). All experiments were conducted on *A. thaliana* plants of ecotype Columbia 0 (Col-0), *βca1* and *βca2* mutants (Dąbrowska-Bronk *et al*., 2016), the *npq4-1-1* mutant—devoid of the the *PsbS* gene (AT1G44575)—the transgenic line overexpressing PsbS protein (oePsbS) (Li *et al.*, 2002), and transgenic lines overexpressing combined/single *βCA1* (AT3G01500) and *βCA2* (AT5G14740).

#### Bicarbonate fertilization

Wild-type, mutant, and transgenic plants were grown in normal light conditions (120 µmol m^–2^ s^–1^) with a long photoperiod (16/8 h light/dark) in the growing chamber. Growth temperature was 21 °C and humidity was 50–60%. Two-week old plants were fertilized every 2 d with 10 ml of 3 mM NaHCO_3_ (pH 7, buffered with 5 M KOH; maintaining HCO_3_^−^ as the dominant form in solution). Control plants were treated with water at the same time and with the same volume.

#### Fresh and dry weight measurements

FW was collected from 4-week-old plants (±1 mg). Then the rosettes were dried for 24 h at 150 °C in a Hereus® drier and weighed to establish DW (±0.1 mg).

### Transgenic plants generation

*βCA1* (1044 bp) and *βCA2* (996 bp) coding sequences (The Arabidopsis Information Resource; www.arabidopsis.org) were amplified based on Arabidopsis Col-0 ecotype cDNA using Phusion II hot start high fidelity polymerase (Thermo Fisher Scientific, UK) and cloned into the pJET 1.2 vector according to the manufacturer’s instructions (Thermo Fisher Scientific, UK). Overexpression constructs for *βCA1* and *βCA1βCA2* were generated using binary vectors pK7FWG2, driven by the 35S promoter, and pK7m34GW2-8m21GW3D, driven by the *ROLD* and *35S* promoters, respectively, using ‘Gateway’ technology (Karimi *et al.*, 2002), according to the manufacturer’s instructions (Thermo Fisher Scientific, UK). Arabidopsis Col-0 and single PsbS-overexpressing plants were transformed with pK7FWG2::*βCA1* and pK7m34GW2-8m21GW3D::*βCA1βCA2* constructs based on *Agrobacterium*-mediated stable transformation using the floral-dip method (Clough and Bent, 1998). Finally, eight and 10 independent transgenic lines for Col-0::oeβCA1 and Col-0::oeβCA1βCA2, and seven and six independent transgenic lines for oePsbS::oeβCA1 and oePsbS::oeβCA1βCA2 were obtained, respectively (T_3_ generation homozygous plants). Three of them, with the highest overexpression of *βCA1* and *βCA1βCA2* genes, were chosen for further analysis.

### Gas exchange measurements

Gas exchange parameters such as net CO_2_ assimilation rate, transpiration, *g*_s_, and WUE were measured using the CIRAS-3 Portable Photosynthesis System according to the manufacturer’s instructions (PP Systems, Amesbury, MA, USA). Eight leaves were collected per genotype. Measurements were performed in a constant light intensity of 120 µmol m^–2^ s^–1^. The temperature, CO_2_ concentration, and humidity in the measuring chamber were maintained at 25 °C, 400 ppm, and 60%, respectively.

### 3-(3,4-Dichlorophenyl)-1,1-dimethylurea and high-light treatments

Leaf disks cut from 4-week-old plants were treated with 25 μM 3-(3,4-dichlorophenyl)-1,1-dimethylurea (DCMU) and with 1000 µmol m^–2^ s^–1^ of white light for 30 min, then were kept in the growing chamber under ambient light between measurements. The maximum quantum yield of PSII (QY_max_) of leaf disks and rosettes was measured using FluorCam 800MF (Photon Systems Instruments, Czech Republic). As a control, we used leaf disks incubated in identical conditions without herbicide and plants non-treated with high light, respectively.

### Chlorophyll *a* fluorescence

Chl *a* fluorescence was measured using an imaging chlorophyll fluorometer (FluorCam 800 MF, PSI, Czech Republic). Prior to measurements, the plants were dark adapted for 30 min to determine *F*_0_ and *F*_m_. Fluorescence parameters were determined according to the manufacturer’s instructions and previously described procedures (Baker, 2008). At least six plants were measured per genotype.

### Analysis of quantum efficiency of PSI and PSII

Light–response curves of the complementary quantum yields of PSI and PSII were measured at absorbance changes—830 nm and 875 nm—with a Dual-PAM-100 (Walz GmbH, Germany). At least four plants were measured per genotype. Analysis was performed on the fifth to seventh detached leaves, which were dark-adapted for 30 min. The parameters of PSI and PSII activity were calculated according to the manufacturer’s instructions and Niewiadomska *et al.* (2011).

### Thylakoid delta pH measurements

Electrochromic shift (ECS) spectroscopic measurements were conducted using the DualPAM P515 module (Walz, Germany), which allows simultaneous measurements of the dual-beam 550–515 nm difference signal (Schreiber and Klughammer, 2008). Prior to measurements, plants were dark-adapted for 30 min before the 200 µmol m^–2^ s^–1^ actinic light (AL) was switched on. After 15 min of AL illumination, the ECS signal was measured for 2 min, and the dark relaxation of the ECS signal was measured for 50 s. Immediately after the first measurement, the ECS signal was again recorded for 2 min after exposure to 660 µmol m^–2^ s^–1^ AL, and for 50 s after switching it off. The protocol for ECS measurements of the proton motive force (pmf) components (ΔΨ and ΔpH) was based on a previously described method (Bailleul *et al.*, 2010). Proton permeability was evaluated as gH^+^=1/τ after fitting the decay kinetics of the ECS signal in the first 100 ms of dark relaxation with a single exponential. At least four plants were measured per genotype. Analysis was performed on the fifth to seventh detached leaves after dark adaptation for 30 min.

### RNA isolation, sequencing, and real-time reverse transcription–PCR analysis

Total RNA was extracted using the Spectrum™ Plant Total RNA kit (Sigma Aldrich, Germany) according to the manufacturer’s recommendations. Prior to quantitative PCR (qPCR) analysis, RNA samples were subjected to DNase I treatment with the DNAfree™ kit (Ambion, Applied Biosystems, UK) for 30 min. Total RNA concentration was determined using a UV–VIS spectrophotometer (Thermo Fisher Scientific, NanoDrop™, UK). Reverse transcription reaction for cDNA synthesis was performed on 2 μg of RNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, UK) according to the manufacturer’s instructions. Real-time qPCR was performed with 2.5 ng ml^–1^ cDNA using the 7500 Fast Real-Time PCR System (Applied Biosystems, UK) according to the manufacturer’s instructions. Relative transcript levels were determined using 7500 Software (Applied Biosystems, UK) by normalizing the threshold cycle number of each gene with the *A. thaliana* protein phosphatase 2A (*PP2AA3*; AT1G13320) reference gene. Relative gene expression was calculated using the 2^−ΔΔCT^ method (Rao *et al.*, 2013). Primer sequences used in this work are available in Supplementary Table S1. According to transcriptome analysis, RNA quality was tested by using the Expirion™ Automated Electrophoresis System (Bio-Rad, Germany). Further, samples were processed at Macrogen (Seoul, Korea). Libraries were constructed using a TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA), and sequencing was conducted on the NovaSeq platform in 2×150 bp mode. The Arabidopsis genome sequence, annotation, and annotated sequence features were downloaded from TAIR Ensembl (Ensembl Plants, version 52 TAIR10 genome release). Reads were mapped to *A. thaliana* cDNAs (Ensembl, TAIR 10, release 41) using Salmon software (Patro *et al.*, 2017). Transcript-level abundances were imported into R and analyzed using the DESeq2 package (Love *et al.*, 2014). Genes with log2 FC (fold change) value >1 or < −1 and with adjusted *P*-value <0.05 were considered as significantly affected. Gene Ontology (GO) enrichment analysis of gene sets was conducted using the topGO package from Bioconductor. Each qPCR and transcriptomic analyses were performed for three biological samples and three technical repeats.

### Protein extraction and western blotting

Total protein was isolated with 4× Laemmli Buffer (Bio-Rad, Germany) from plant leaf tissue ground in liquid N_2_. Double and triple transgenic lines are presented as a pooled material of three independent transgenic lines for each construct. Protein concentration in samples was quantified using the RC DC Protein Assay (Bio-Rad, Germany). Samples were separated by SDS–PAGE on a 10% acrylamide gel; each well was loaded with 20 μg of total protein. After separation, the samples were transferred from the gel to an Immobilon P polyvinylidene fluoride (PVDF) membrane (Merck, Germany) by semi-dry transfer, then blocked with 1% non-fat dry milk (Bio-Rad) overnight at 4 °C. The dilutions of primary and secondary antibodies are presented in Supplementary Table S2. Chemiluminescence signal was detected using the Pierce ECL Plus Western Blotting Substrate (Thermo Fisher Scientific, UK) and ChemiDoc Imaging Systems (Bio-Rad, Germany). To confirm that wells were loaded with the same amount of protein, analogous gels were stained with QC Colloidal Coomassie Stain (Bio-Rad, Germany).

### Photosynthetic pigment analysis

Four-week old plants were ground in liquid N_2_, then ∼10–15 mg of tissue was suspended in pure methanol. The analysis of Chl *a*, Chl *b*, and carotenoid contents was performed using Multiskan GO (Thermo Fisher Scientific, UK) as described before by Gawroński *et al.* (2021). Absorbance was measured at three wavelengths: 663, 645, and 470 nm. Calculations were performed as reported previously by Sumanta *et al.* (2014).

### Statistical analyses

Statistics for all the results are presented as the means ±SDs. The significant differences were revealed by Fisher’s least significant difference (LSD) procedure with 95% confidence intervals. Statistical analyses were performed in STATGRAPHICS XVII-X64 software.

## Results

### Overexpression of *βCA1* and *βCA2* decreased the PsbS level

As described in the Materials and methods, seven and six independent transgenic lines were generated for the single (oePsbS::oeβCA1) and double (oePsbS::oeβCA1βCA2) constructs in the *A. thaliana* PsbS-overexpressing background, respectively. Three independent lines with the highest transgene expression were selected for further analysis. Relative transcript levels and immunoblotting results are presented in Supplementary Fig. S1. *Arabidopsis thaliana* Col-0, the *npq4-1* mutant, and oePsbS were used as reference genotypes. Immunoblot analysis revealed that in both double and triple oePsbSβCA lines, PsbS protein levels were markedly reduced compared with oePsbS, approaching wild-type (Col-0) levels (Supplementary Fig. S1C, D). To validate these findings, PsbS transcript and protein abundance were also analyzed in Arabidopsis Col-0::oeβCA1 and Col-0::oeβCA1βCA2 lines (Supplementary Fig. S2A). Both analyses showed a reduction in PsbS expression and protein content relative to Col-0. Conversely, PsbS expression was elevated in Arabidopsis *βca* knockout mutants, supporting a regulatory relationship between the activity of βCAs and PsbS abundance (Supplementary Fig. S2B).

### Overexpression of *βCA1* and *βCA2* in the oePsbS background deregulates photosynthesis and biomass production

To confirm the effect of *βCA1* and *βCA2* overexpression on photosynthetic efficiency in oePsbS::oeβCA1 and oePsbS::oeβCA1βCA2 lines, we measured FW and DW, NPQ, QY_max_, total pmf, and the thylakoid ΔpH, in 4-week-old plants following water or HCO_3_^−^ treatment (Fig. 1). Under laboratory conditions, single PsbS-overexpressing lines exhibited higher NPQ values and a stabilized pH balance between the chloroplast lumen and stroma (reduced ΔpH) after bicarbonate fertilization, as expected. In contrast, both double and triple oePsbSoeβCA lines displayed a partial reversion of these phenotypes: NPQ and ΔpH values were intermediate between those of oePsbS and Col-0, closely corresponding to the reduced PsbS protein abundance in these lines (Fig. 1D, F; Supplementary Fig. S1). No significant differences in QY_max_ were observed, indicating that the growth conditions did not impair PSII photochemistry (Fig. 1C).

**Fig. 1.**
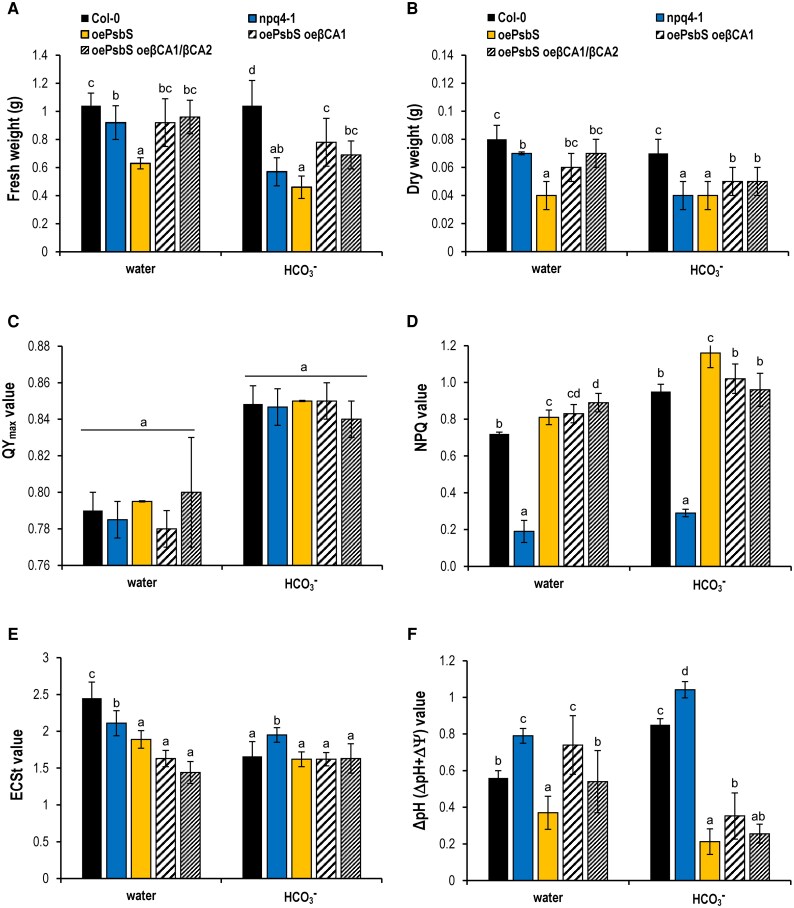
Overexpression of βCA1 and βCA2 influenced biomass production, NPQ, and ΔpH after water and bicarbonate supply. Effects on biomass productivity and photosynthetic parameters of bicarbonate fertilization of Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) overexpressing transgenic *A. thaliana* lines cultivated in ambient laboratory conditions. (A) FW and (B) DW of 4-week-old plants. (C) Maximum yield of PSII (QY_max_) and (D) non-photochemical quenching (NPQ). (E) Total proton motive force and (F) ΔpH parameters. Plants were cultivated in a growing chamber under normal light conditions of 120 µmol m^–2^ s^–1^, fertilized with water or 3 mM HCO_3_^–^. One-way ANOVA Fisher’s least significant difference (LSD) procedure, 95% confidence interval, was used to estimate the difference between each pair of means. Data are shown as means ±SD (*n*=8 A–D, *n*=6 E, F). Results for double and triple transgenic lines are presented as an average value of three independent transgenic lines for each construct.

These trends in NPQ and ΔpH were mirrored in biomass production after bicarbonate fertilization. While single PsbS-overexpressing plants maintained comparable biomass accumulation regardless of fertilization, oePsbSoeβCA lines showed a significant increase in biomass, probably linked to the partial reduction of PsbS protein levels in these lines (Fig. 1A, B). Gas exchange measurements further revealed that double and triple oePsbSoeβCA lines exhibited reduced *g*_s_ and transpiration, resulting in enhanced WUE compared with Col-0 and oePsbS (Supplementary Fig. S3).

Due to the fact that CO_2_ assimilation is driven by the light reaction products of photosynthesis—ATP and NADP—determination of the influence *βCA1* and *βCA2* overexpression in a PsbS-overexpressing background on photosynthetic productivity was also carried out in the greenhouse, under variable natural light conditions with bicarbonate fertilization (Supplementary Fig. S4). Triple oePsbSoeβCA1βCA2 lines exhibited improved biomass accumulation compared with oePsbS, suggesting either an additive effect of βCAs or a pivotal role for βCA2 in HCO_3_^−^/CO_2_ transport. Moreover, these findings point to a potential role for βCAs in fine-tuning regulatory responses to fluctuating environmental conditions such as excess light and high-temperature stress. Despite growing conditions, double and triple *βCA* overexpression lines did not exhibit greater biomass accumulation than Col-0 plants.

### Overexpression of *βCA1* and *βCA2* in the oePsbS background improved photoinhibition and PSII photoprotection

QY_max_ and NPQ are sensitive indicators of PSII performance, reflecting changes that can lead to photoinhibition, D1 protein degradation, photooxidative stress, and ultimately the induction of cell death (Mateo *et al.*, 2004). HL and DCMU are commonly used to inhibit PSII function. DCMU blocks electron transfer from Q_A_ to the PQ pool, slowing Q_A_ oxidation and limiting PQ reduction. Treatment with DCMU strongly suppresses NPQ, induces cyclic electron transport (CET), and inhibits excess-light-mediated stomatal closure as well as PQ redox-dependent retrograde signaling involved in light acclimation and immune responses (Mühlenbock *et al.*, 2008; Szechyńska-Hebda *et al.*, 2010). In our experiments, plants were treated with DCMU and exposed to HL to induce photoinhibition. Double and triple oePsbSoeβCA lines maintained significantly higher PSII QY_max_ than all other genotypes following both DCMU (Fig. 2A) and HL treatment (Fig. 2B). These findings indicate that overexpression of *βCA1* and *βCA2* confers enhanced tolerance to moderate photoinhibition and HL stress, probably regardless of PsbS protein abundance. Since both DCMU and HL stimulate CET around PSI, we next analyzed electron transport in PSI and PSII. Light–response curves provide valuable insight into photosystem efficiency under increasing irradiance and the allocation of photosynthetically active radiation (PAR). Absorbed light energy can follow three principal fates: photochemical conversion [Y(I) or Y(II)], regulated energy dissipation as heat via NPQ [Y(NPQ)], or non-regulated energy loss as heat/fluorescence [Y(NO)] (Klughammer and Schreiber, 1994). Immediately upon illumination, Y(II) decreased from ∼0.8 to 0.6–0.5 in Col-0, *npq4-1*, and oePsbS, whereas in the double and triple oePsbSoeβCA lines it dropped more sharply to 0.4–0.3 (Fig. 3B). Above a PAR of 300 µmol m^–2^ s^–1^, differences among genotypes largely disappeared. The reduced Y(II) in oePsbSoeβCA lines was accompanied by elevated Y(NPQ) (Fig. 3D), indicating stronger regulated heat dissipation. Y(NO) was similar across genotypes at low PAR (Fig. 3F), but diverged at higher irradiance, with oePsbS showing reduced and *npq4-1* increased Y(NO). Variations in ΔpH-dependent Y(NPQ) largely determined the overall Y(II) patterns. The photochemical yield of PSI, Y(I), was higher in double and triple oePsbSoeβCA lines compared with other genotypes (Fig. 3A). At irradiances >58 µmol m^–2^ s^–1^, these lines exhibited increased donor-side limitation of PSI [Y(ND)] (Fig. 3C), accompanied by decreased acceptor-side limitation [Y(NA)] (Fig. 3E). Together, these data indicate that *βCA1* and *βCA2* overexpression in a single PsbS-overexpressing background disrupts PSI:PSII stoichiometry, shifting electron transport toward PSI. This is consistent with enhanced CET, which serves to protect both donor and acceptor sides of PSI, and may also reflect retrograde signaling from chloroplasts (Foyer *et al.*, 2012).

**Fig. 2.**
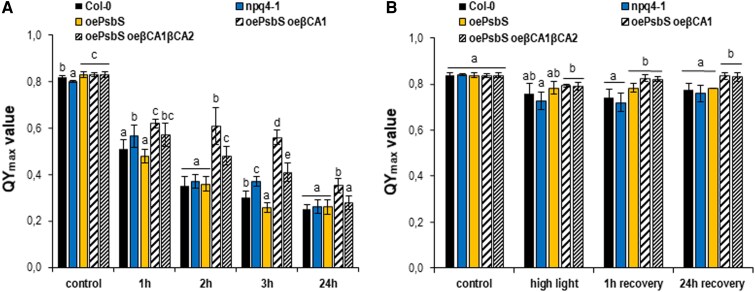
Overexpression of βCA1 and βCA2 led to improved photoprotection during and after photoinhibition. Effects on maximal photochemical efficiency of PSII (QY_max_) after DCMU and HL treatments of Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) overexpressing transgenic *A. thaliana* lines cultivated in ambient laboratory conditions. (A) QY_max_ after 25 µM DCMU treatment and (B) HL (1000 µmol m^–2^ s^–1^) treatment. Four-week-old plants were cultivated in a growing chamber under laboratory ambient light conditions (120 µmol m^–2^ s^–1^) and exposed for 30 min to HL. One-way ANOVA Fisher’s least significant difference (LSD) procedure, 95% confidence interval, was used to estimate the differences between each pair of means. Data are shown as means ±SD (*n*=8). Results for double and triple transgenic lines are presented as an average value of three independent transgenic lines for each construct.

**Fig. 3.**
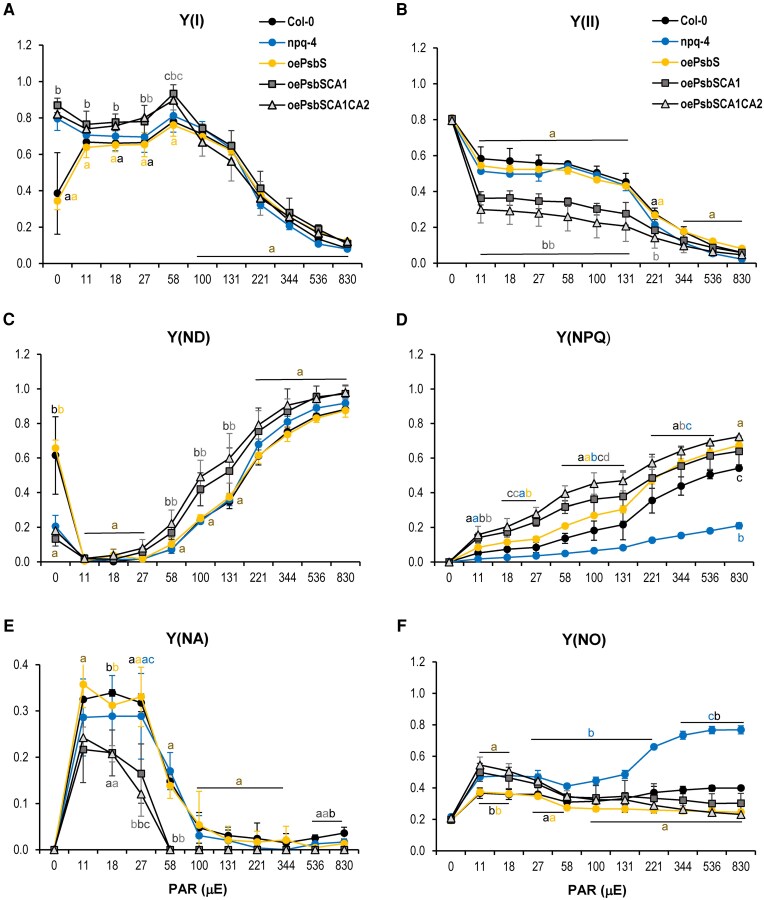
Overexpression of βCA1 and βCA2 influenced energy distribution and dissipation between photosystems. Light–response curves of the complementary quantum yields of PSI and PSII of Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCAβCA2) overexpressing transgenic *A. thaliana* lines cultivated in ambient laboratory conditions (A–F). Four-week-old plants were cultivated in a growing chamber under normal light conditions of 120 µmol m^–2^ s^–1^ Complementary quantum yields were measured at each PAR value (0–830 µmol m^–2^ s^–1^). One-way ANOVA Fisher’s least significant difference (LSD) procedure, 95% confidence interval, was used to estimate the difference between each pair of means. Data are shown as means ±SD (*n*=8). Results for double and triple transgenic lines are presented as an average value of three independent transgenic lines for each construct. Y(I), quantum yield of photochemical energy conversion in PSI; Y(ND), quantum yield of non-photochemical energy dissipation due to donor-side limitation in PSI; Y(NA), quantum yield of non-photochemical energy dissipation due to acceptor-side limitation in PSI; Y(II), quantum yield of photochemical energy conversion in PSII; Y(NPQ), non-photochemical quenching; Y(NO), non-regulated energy dissipation.

### *βCA1* and *βCA2* overexpression in the oePsbS background induces a molecular response to biotic and abiotic stresses after bicarbonate treatment

Double and triple oePsbSoeβCA lines differed from Col-0, *npq4-1*, and oePsbS not only physiologically but also at the transcriptional level. 

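Rosettes of 4-week-old plants of 5 genotypes were sequenced: Col-0, npq4-1, which lacks PsbS, oePsbS, the double line oePsbSoeβCA1 and the triple line oePsbSoeβCA1βCA2. From the age of 2 weeks, plants received 10 ml of water or of 3 mM bicarbonate every 2 days, under 120 µmol photons per square metre and second. Each of the 10 combinations of genotype and treatment had 3 libraries, 30 in all. The methods name 3 biological samples and 3 technical repeats and do not say whether the libraries of a group came from separate plants, pools or independent transgenic lines. The p-values therefore measure only the spread between these samples. PsbS, the thylakoid protein that triggers energy-dependent quenching (AT1G44575), stood at 1619 ± 114 CPM (SD, n = 3) in Col-0 with water, at 2.33 ± 3.43 in npq4-1, at 4059 ± 288 in oePsbS and at 5366 ± 323 in the triple line. Against Col-0 its log2 fold change was −9.34 in npq4-1 (adjusted p = 5.22e-15 from edgeR), 1.33 in oePsbS (standard error 0.26, adjusted p = 0.00208), 1.27 in the double line (standard error 0.26, adjusted p = 0.0611, which does not pass the test) and 1.73 in the triple line (adjusted p = 0.00247). The water libraries of the double line (11.88 to 12.00 log2 CPM) nonetheless all lay above those of Col-0 (10.56 to 10.77). These standard errors come from the fit of all 30 libraries, which includes npq4-1 near the floor. Against oePsbS, PsbS was not called lower in either βCA line. Its log2 fold change there was −0.05 in the double line (adjusted p = 0.941) and 0.40 in the triple line (adjusted p = 0.327). The npq4-1 value rests on water replicate 3, at 2.68 log2 CPM against −0.50 and −2.06 in its sister libraries, and without it the log2 fold change of PsbS was −12.18. βCA1, a chloroplast carbonic anhydrase (AT3G01500), stood at 14763 ± 3313 CPM in the double line against 3004 ± 89.7 in Col-0 (adjusted p = 0.000541), and its log2 fold change against oePsbS was 2.58 (adjusted p = 9.57e-05). In the triple line the log2 fold change of βCA1 was 0.35 against Col-0 (standard error 0.31, adjusted p = 0.787) and 0.63 against oePsbS (adjusted p = 0.19). That standard error also carries the outlying double line library described below. The water libraries of the triple line (11.82 to 11.99 log2 CPM) all lay above those of oePsbS (11.24 to 11.32) and Col-0 (11.50 to 11.58). With water, transcript AT3G01500.2 was at 447 to 654 TPM in the triple line and at 148 to 252 in Col-0, npq4-1 and oePsbS. βCA2, a carbonic anhydrase (AT5G14740), had a log2 fold change of 0.53 in the triple line (standard error 0.10, adjusted p = 0.0217). That p rose to 0.0644, 0.116, 0.121, 0.184 and 0.148 without Col-0 water replicates 1, 2 and 3 and triple line water replicates 2 and 3. Its transcript AT5G14740.1 was listed at 0 TPM in every library of the other genotypes and at 493 to 545 in the triple line with water. In the library labelled oePsbSoeβCA1, bicarbonate, replicate 3, βCA1 was at 11.23 log2 CPM, where the other libraries of that line reached at least 13.42. This library is kept under its label. The main counts are also given without it, a planned fit that was singled out after its value was seen. Total counts per library with water ranged from 15610241 to 17120125 in Col-0 (median 16140105), from 15346368 to 18326430 in npq4-1 (median 16388838) and from 15456009 to 18302002 in oePsbS (median 16070767). In the βCA lines they ranged from 16563876 to 16965644 in the double line (median 16697784) and from 15605433 to 17995764 in the triple line (median 17138058). With bicarbonate they ranged from 16730115 to 17604252 in Col-0 (median 17445290), from 17099509 to 17841752 in npq4-1 (median 17168944) and from 15650233 to 17091326 in oePsbS (median 17028056). The βCA lines with bicarbonate ranged from 16299767 to 17708794 in the double line (median 16566207) and from 16387048 to 17006723 in the triple line (median 16788669). The authors quantified reads on TAIR10 transcripts with Salmon and tested them with DESeq2. Here the estimated counts were summed over the transcripts of each gene, rounded, normalized by TMM and tested with edgeR's quasi-likelihood F test after filterByExpr. A gene was called at an adjusted p under 0.05 and a log2 fold change above 1 or below −1, the thresholds of the paper. The bicarbonate response of a genotype was tested in its own 6 libraries, and genotypes and responses were compared in a fit of all 30.

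**Figure D1:**
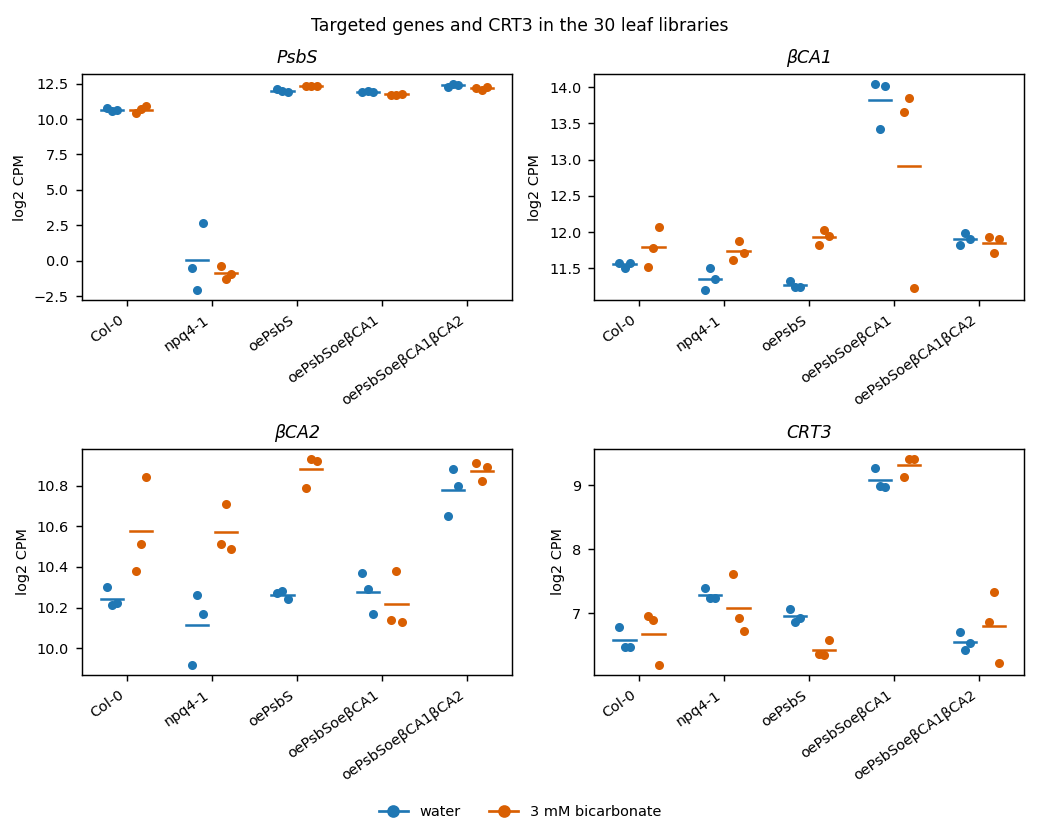
Log2 CPM of PsbS, βCA1 and βCA2 in each of the 30 libraries by genotype and treatment, with the mean of each group. PsbS is near the floor in npq4-1, and βCA1 in the double line is high in all libraries except the bicarbonate replicate 3 at 11.23.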

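With water, fewer genes were called between the βCA lines and Col-0 than between these lines and oePsbS, a comparison of counts that was not itself tested. CRT3, an endoplasmic reticulum calreticulin, stood at 543 ± 66.2 CPM (SD, n = 3) in the double line and at 95.7 ± 12.7 in Col-0, a log2 fold change of 2.51 (standard error 0.22, adjusted p = 8.3e-08). It was also higher than in oePsbS, by 2.13 with water (adjusted p = 5.44e-06) and by 2.90 with bicarbonate (adjusted p = 1.4e-08). QQS, a regulator of carbon and nitrogen allocation, rose from 3.82 ± 1.80 CPM in Col-0 to 52.1 ± 6.08 in the double line and 52.5 ± 0.998 in the triple line, and was also high in oePsbS with 45.9 ± 3.91. XTH15 and XTH25, cell wall xyloglucan enzymes, had log2 fold changes against oePsbS of −2.88 and −2.12 in the double line and −2.59 and −2.98 in the triple line. Chalcone synthase TT4 and the anthocyanin regulator PAP1 were lower in oePsbS than in Col-0 (log2 fold changes −1.07 and −1.95) and higher in the triple line than in oePsbS (1.29 and 2.14). Against Col-0 with water, edgeR called 4 genes higher and 4 lower in the double line, 3 higher and 1 lower in the triple line, 97 higher and 138 lower in oePsbS, and 19 higher and 11 lower in npq4-1, among 18999 tested. Among those of npq4-1, the camalexin enzyme PAD3 was higher (2.22, adjusted p = 0.0224) and the early light-induced protein ELIP1 lower (−1.05, adjusted p = 0.0208). Against oePsbS with water, 58 genes were higher and 77 lower in the double line, and 126 higher and 177 lower in the triple line. At an unadjusted p under 0.05 with the same fold change, the counts against Col-0 were 62 higher and 120 lower in the double line and 53 and 106 in the triple line, and against oePsbS 125 and 205, and 217 and 321. With bicarbonate, 535 genes were called higher and 66 lower than in oePsbS in the double line, and 314 and 43 in the triple line, at the adjusted p. In that comparison 544 genes were called in the double line without the library labelled oePsbSoeβCA1, bicarbonate, replicate 3. The transcription factor WRKY40 was among the higher genes of both lines with bicarbonate, at log2 fold changes of 5.00 and 5.56 (adjusted p = 4.45e-05 and 9.36e-06). The βCA lines were not compared directly with npq4-1. Some of these totals moved by more than 1.5 times without 1 library. For npq4-1 against Col-0 the total was 13 without Col-0 water replicate 1, 3 without Col-0 water replicate 3, 4 without npq4-1 water replicate 1 and 3 without npq4-1 water replicate 3. For oePsbS against Col-0 it was 139 without oePsbS water replicate 2 and 132 without oePsbS water replicate 3. For the double line against Col-0 it was 5 without Col-0 water replicate 3 and also 5 without its water replicate 1. Between the double line and oePsbS with water it was 75 without oePsbS water replicate 2, 54 without oePsbS water replicate 3 and 52 without the line's water replicate 3. Between the triple line and oePsbS with water it was 179 without oePsbS water replicate 2 and 186 without oePsbS water replicate 3. With bicarbonate the total for the double line against oePsbS was 341 without oePsbS bicarbonate replicate 2.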

To assess changes in gene expression, RNA-seq was performed on 4-week-old plants under control conditions and supplied with 3 mM HCO_3_^−^. Differentially expressed genes (DEGs) were identified for each genotype independently (Fig. 4). 

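Several cold-induced genes fell with bicarbonate in Col-0 and npq4-1. The lipid transfer protein LTP4 fell in Col-0 from 95.5 ± 10.2 to 7.62 ± 3.17 CPM (SD, n = 3), a log2 fold change of −3.64 (standard error 0.23, adjusted p = 0.000254). LTI78, also known as RD29A and induced by cold and dehydration, fell from 326 ± 23.1 to 122 ± 14.1 in Col-0 (log2 fold change −1.41, adjusted p = 0.00064) and from 188 ± 38.5 to 76.6 ± 6.72 in npq4-1 (−1.30, adjusted p = 0.00759). The dehydrin LTI30 and the cold-induced KIN1 fell by 1.74 and 2.35 on the log2 scale in Col-0 and by 1.26 and 1.92 in npq4-1. CORI3, a cystine lyase induced by jasmonates, fell in both (−1.13, adjusted p = 0.00244, and −1.18, adjusted p = 0.00273). Of the cold and CBF response list, 5 of 15 genes fell in Col-0 and 3 of 17 in npq4-1 (5 and 4 when adjusted over the list alone). The list was lower in camera with its preset correlation, which called as many lists in other splits of the same libraries. With an estimated correlation, camera gave an adjusted p = 0.0484 in Col-0 and 0.0729 in npq4-1, where it did not pass. Of the abscisic acid list, 3 of 20 genes fell in Col-0 and 1 of 20 in npq4-1 (5 and 2 when adjusted over the list alone), among them the protein phosphatase HAI2 (−1.14, adjusted p = 0.0256, and −1.45, adjusted p = 0.0281). With an estimated correlation that list had an adjusted p = 0.0484 in Col-0 and an adjusted p = 0.0764 in npq4-1. No gene of the WRKY, ERF or C2H2 zinc finger lists was called by edgeR in these genotypes (0 of 19, 20 and 7 in Col-0, 0 of 20, 20 and 8 in npq4-1), and when adjusted over the list alone 1 ERF gene was lower in Col-0 and none in npq4-1. The circadian clock list did not pass the test (camera adjusted p = 0.225 in Col-0 and 0.846 in npq4-1), and PRR5 in npq4-1 was its only gene called. The mean change of 5 morning genes minus that of 8 later genes was 0.42 in Col-0 and 0.69 in npq4-1 on the log2 scale, with an exact permutation p = 0.1 in each, the smallest that 3 against 3 allow. In npq4-1, BHLH100, a transcription factor of the iron deficiency response, rose from 0.169 ± 0.147 to 2.64 ± 0.507 CPM (3.98, adjusted p = 0.0172), and the floral MADS gene SEP1 rose by 2.59 (adjusted p = 0.0432). SEP1 was the only gene called of 8 on the floral list, which stands for another tissue (4 higher when adjusted over the list alone), and the list was higher in camera in npq4-1 (median 1.85, adjusted p = 1.44e-09, and adjusted p = 0.25 with an estimated correlation). In all, 57 genes were lower and 0 higher in Col-0, and 40 lower and 6 higher in npq4-1, with 24 lower in both where 0.122 would be shared if the calls were independent (one-sided Fisher's exact test, p = 7.16e-53, across genes that are not independent). At an unadjusted p under 0.05 with the same fold change, 57 genes were higher in Col-0, and DESeq2 called 2. Leaving out 1 library moved the lower genes in Col-0 to 19 (water replicate 2), 20 (water replicate 3), 27 (bicarbonate replicate 1) and 33 (bicarbonate replicate 2). Its higher genes moved to 2 (water replicate 2) and 3 (bicarbonate replicate 3). The lower genes in npq4-1 moved to 10 (water replicates 2 and 3), 130 (bicarbonate replicate 1) and 3 (bicarbonate replicate 2). The higher genes in npq4-1 moved to 15 (water replicate 1), 0 (water replicate 2), 1 (water replicate 3), 19 (bicarbonate replicate 1) and 0 (bicarbonate replicate 2).

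**Figure D2:**
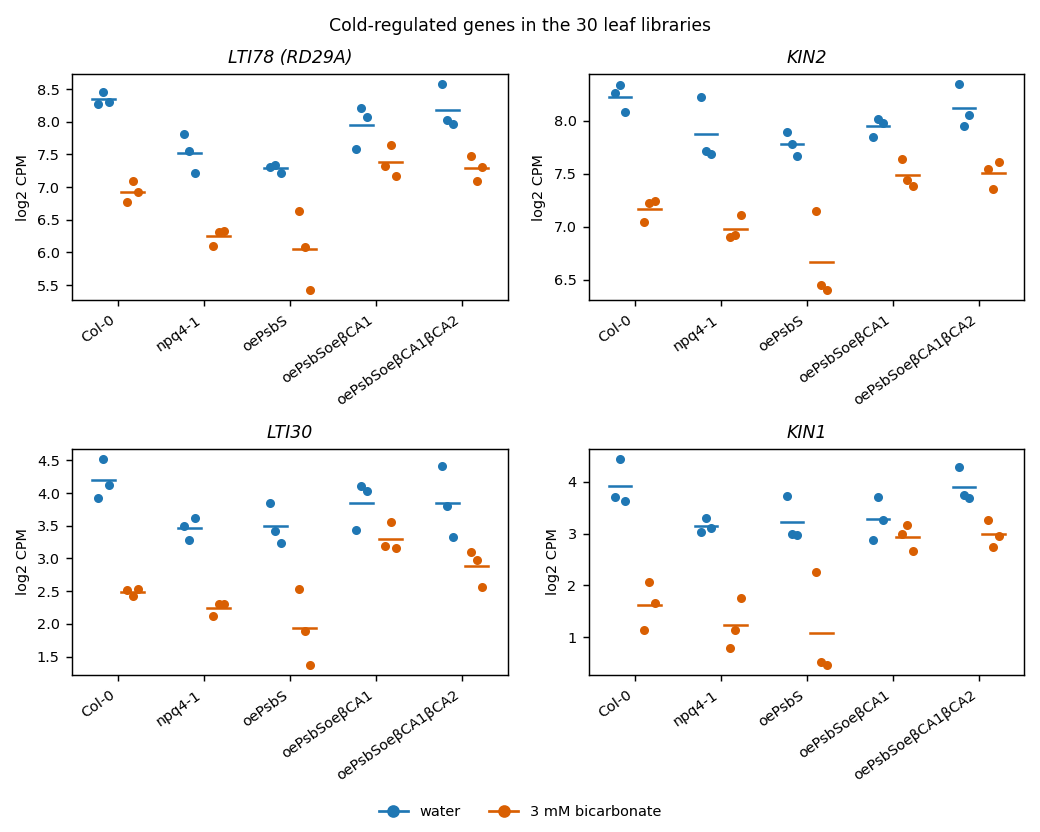
Log2 CPM of cold-regulated genes in each library by genotype and treatment, with the group means. LTI78 and LTI30 lie lower with bicarbonate than with water in Col-0 and npq4-1.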

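Among the genes that fell with bicarbonate in oePsbS were members of the cold, WRKY and jasmonate lists. BT4, a BTB and TAZ domain scaffold protein, fell from 36.4 ± 3.13 to 10.3 ± 1.28 CPM (SD, n = 3), a log2 fold change of −1.83 (standard error 0.11, adjusted p = 7.86e-05). PORA, a protochlorophyllide oxidoreductase, fell from 72.4 ± 8.75 to 27.3 ± 2.57 (−1.41, adjusted p = 0.000193). Of the cold and CBF response list, 7 of 16 genes fell and 1 rose (the same counts when adjusted over the list alone), with KIN2 at −1.07 (adjusted p = 0.00327) and LTI30 at −1.54 (adjusted p = 0.00481). Of the WRKY list, 4 of 19 genes fell (6 when adjusted over the list alone), among them the immune regulators WRKY60 (−1.59, adjusted p = 0.000815) and WRKY18 (−1.05, adjusted p = 0.00239). Of the jasmonate list, 4 of 24 genes fell (5 when adjusted over the list alone), including the storage protein VSP1 (−1.43, adjusted p = 0.000508) and the repressor JAZ10 (−1.79, adjusted p = 0.0236). These 3 lists were lower in camera with its preset correlation, and had an adjusted p = 0.279, 0.279 and 0.484 with an estimated correlation. None of 18 ERF and 7 C2H2 zinc finger genes was called by edgeR, over all genes or when adjusted over the list alone. XTH31, a xyloglucan enzyme of the growing cell wall, rose by 1.45 (adjusted p = 0.0015). PRR5, a clock gene of the later group, fell by 1.51 (adjusted p = 0.00611), and the mean change of the 5 morning clock genes minus that of the 8 later ones was 0.74 on the log2 scale (exact permutation p = 0.1, the smallest possible). Of the floral list, which stands for another tissue, 3 of 8 genes were lower (4 when adjusted over the list alone; adjusted p = 0.484 with an estimated correlation). In all, 203 genes were lower and 40 higher among 18132 tested. Of the genes lower in oePsbS, 31 were also lower in Col-0 and 24 in npq4-1, and 16 were lower in all 3 genotypes. Leaving out 1 library moved the lower genes to 133 (water replicate 2), 112 (water replicate 3) and 114 (bicarbonate replicate 2). The higher genes moved to 68 (water replicate 1) and 26 (water replicates 2 and 3).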

In Col-0, *npq4-1*, and oePsbS, bicarbonate fertilization predominantly down-regulated stress-related genes and transcription factors (TFs). In contrast, the majority of DEGs in oePsbSoeβCA lines were up-regulated (Fig. 4A). 

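In both βCA lines most genes called with bicarbonate were higher, among them genes known from the touch and pathogen responses. In the double line, CAF1a, a deadenylase of the stress response, had a log2 fold change of 2.27 (standard error 0.20, adjusted p = 0.00247). The zinc finger repressor ZAT10, listed as STZ, rose from 6.30 ± 0.809 to 38.9 ± 22.1 CPM (SD, n = 3; 2.62, adjusted p = 0.00645), and PR1, the marker of salicylate-dependent defence, from 9.48 ± 2.38 to 49.9 ± 31.2 (2.40, adjusted p = 0.0291). In the triple line, ERF109, listed as RRTF1 and known from redox signalling, rose from 0.122 ± 0.106 to 15.0 ± 7.38 (6.90, standard error 0.64, adjusted p = 0.00198), and TCH4, a touch-induced xyloglucan enzyme, from 17.3 ± 0.945 to 135 ± 59.7 (2.96, adjusted p = 0.00212). The cold-response activator CBF1 rose by 3.08 (adjusted p = 0.00493) and the calcium-binding protein CML38 by 4.47 (adjusted p = 0.00186) in this line. Of the touch and calcium list, 6 of 13 genes rose in the double line and 9 of 13 in the triple line (8 and 9 when adjusted over the list alone; adjusted p = 0.0763 and 0.067 with an estimated correlation). Of the pattern-triggered immunity list, 4 and 5 of 16 genes rose (5 and 6 when adjusted over the list alone; adjusted p = 0.0737 and 0.0812 with an estimated correlation). Both lists hold genes of Fig. 4E or 4F, which the study picked from these libraries, so they are not independent evidence. The floral list, which stands for another tissue, was also higher in camera in both lines (median 1.18, adjusted p = 0.00379, and median 0.85, adjusted p = 0.0113; adjusted p = 0.465 and 0.376 with an estimated correlation), with 0 of 7 and 0 of 6 genes called (0 and 2 when adjusted over the list alone). Of the cold and CBF response list, 1 of 16 genes rose in the double line, and 2 rose and 1 fell in the triple line (list alone: 2 higher, and 2 higher with 2 lower), where the cold-protective protein COR15A fell by 1.09 (adjusted p = 0.00391). The median change of this list was −0.27 in the double line against a mean of 0.02, and its test pointed downwards (adjusted p = 0.465 with an estimated correlation). In the triple line the median was −0.51 against a mean of −0.02. Camera pointed downwards there too (adjusted p = 5.43e-05, and 0.327 with an estimated correlation). The lipid transfer protein LTP3 fell by 1.37 in the double line (adjusted p = 0.0158) and also in the triple line (adjusted p = 0.00449). In all, 130 genes were higher and 11 lower among 18203 in the double line (92.2% higher), and 216 higher and 21 lower among 18149 in the triple line (91.1% higher). Without the library labelled oePsbSoeβCA1, bicarbonate, replicate 3, 122 genes were higher and 8 lower in the double line. Leaving out 1 library moved the higher genes in the double line to 67 (water replicate 1), 23 (water replicate 2) and 52 (water replicate 3) and its lower genes to 4 (water replicate 2). The higher genes in the triple line moved to 137 (water replicate 2) and 119 (bicarbonate replicate 2) and its lower genes to 6 (water replicate 1), 7 (water replicate 3) and 6 (bicarbonate replicate 2).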

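The genes shared by both βCA lines were mostly induced by bicarbonate. ERF6, an ethylene response factor, rose in the double line from 2.11 ± 0.133 to 13.5 ± 8.23 CPM (SD, n = 3; log2 fold change 2.67, adjusted p = 0.0102). HSPRO2, a basal resistance protein, rose in the triple line from 29.3 ± 7.84 to 210 ± 73.8 (2.84, adjusted p = 0.002), and by 1.85 in the double line (adjusted p = 0.00474). DIC2, a mitochondrial dicarboxylate carrier, rose by 2.65 in the double line and by 4.54 in the triple line (adjusted p = 0.00186). PELPK1, a cell wall protein, fell in both lines (−1.16, adjusted p = 0.0291, and −1.21, adjusted p = 0.0269). In all, 291 genes were called in at least 1 of the lines and 87 in both, 82 of them higher and 5 lower. If the calls were independent, 1.49 higher and 0.0116 lower genes would be shared (one-sided Fisher's exact test over 17990 genes, p = 2.54e-132 and p = 3.41e-13; genes are not independent). No gene was called in opposite directions in the lines. A further 54 genes were called in the double line alone and 150 in the triple line alone, which does not show that these differ between the lines, since that difference was not tested. Of the genes labelled in Fig. 4E, 20 of 22 were called higher in the double line and 22 in the triple line, and of those in Fig. 4F 16 of 18 and 18. Without the library labelled oePsbSoeβCA1, bicarbonate, replicate 3, 66 genes were shared. The shared genes came, without 1 library of the double line, to 44 (water replicate 1), 12 (water replicate 2), 33 (water replicate 3) and 147 (bicarbonate replicate 1).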

Among 266 deregulated genes in the double and triple lines, 73 were shared between both genotypes (Fig. 4B). 

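Of the core hypoxia response list, 1 gene was called higher with bicarbonate in the double line and 4 in the triple line. CML38, a calmodulin-like protein of hypoxic stress granules, rose in both lines, from 1.11 ± 0.385 to 24.7 ± 9.30 CPM (SD, n = 3) in the triple line. PHI-1, a phosphate-induced protein, SRO5, a relative of RCD1 in the salt response, and HUP54, a hypoxia-responsive protein, rose in the triple line by 2.57 (adjusted p = 0.0031), 3.04 (adjusted p = 0.00586) and 1.24 (adjusted p = 0.00618). The classical genes of low oxygen metabolism were not called, among them alcohol dehydrogenase ADH1 (0.11, adjusted p = 0.878, in the double line and −0.48, adjusted p = 0.248, in the triple line), pyruvate decarboxylase PDC1 and sucrose synthase SUS4. In total 1 of 27 tested genes of the hypoxia list rose in the double line and 4 of 28 in the triple line (3 and 4 when adjusted over the list alone; adjusted p = 0.522 and 0.0812 with an estimated correlation). Of the ERF transcription factors, 9 of 22 rose in the double line and 13 of 22 in the triple line (12 and 15 when adjusted over the list alone; adjusted p = 0.0737 and 0.067 with an estimated correlation). ERF018, listed as ORA47 and an activator of jasmonate synthesis, rose by 3.87 in the double line (adjusted p = 0.0195). Of the C2H2 zinc finger regulators, 5 of 8 rose in each line (6 and 7 when adjusted over the list alone; the same adjusted p with an estimated correlation as for the ERF list). Of the WRKY genes, 3 of 19 rose in the double line and 7 of 19 in the triple line (6 and 8 when adjusted over the list alone; adjusted p = 0.0737 and 0.0812 with an estimated correlation). The ethylene list held 2 and 3 of 12 higher genes (3 in each when adjusted over the list alone; adjusted p = 0.0737 and 0.0812 with an estimated correlation). The hypoxia, ERF, C2H2 and WRKY lists share genes with Fig. 4E and 4F and are not independent evidence; without those genes the hypoxia list of the triple line had an adjusted p = 0.223 with an estimated correlation, and the ERF list 0.151 in the double line and 0.13 in the triple line. The Gene Ontology enrichment was not repeated, since its annotation was not used here, and the listed hypoxia genes are not the annotated term.

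**Figure D3:**
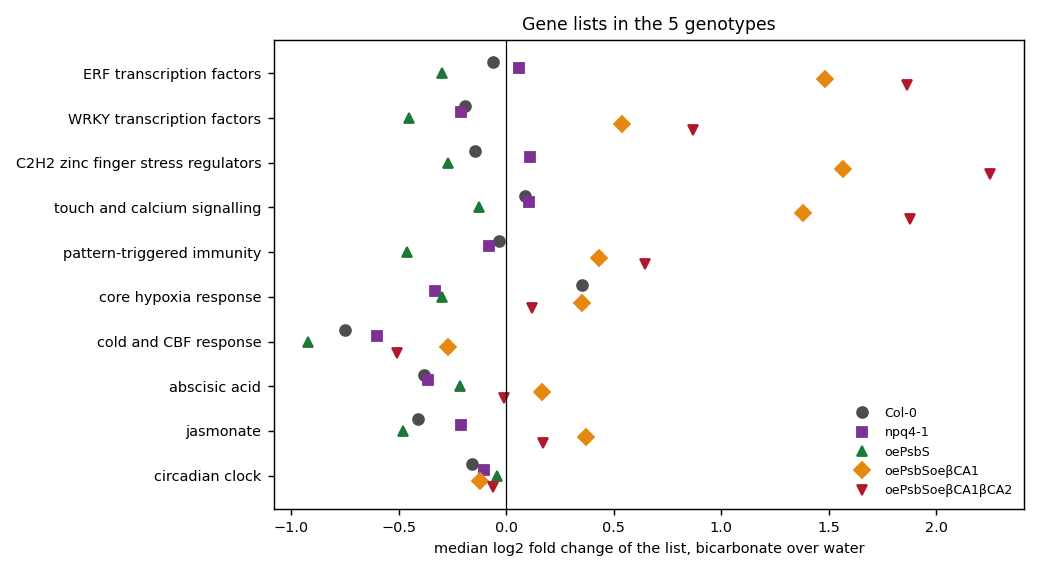
Median log2 fold change with bicarbonate of the genes of 10 lists in each of the 5 genotypes. Of these 10, the C2H2, touch and ERF lists have the highest medians in the βCA lines, and the cold list the lowest in Col-0, npq4-1 and oePsbS.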

GO analysis revealed two major functional categories: genes involved in cellular response to hypoxia (>20 of 186 annotated in Arabidopsis) and TFs regulating responses to drought, freezing, HL, salinity, cold, and pathogens (Fig. 4C–F). Notably, HCO_3_^−^ treatment suppressed two such TFs in oePsbS but not in oePsbSoeβCA lines, suggesting that elevated βCA activity counteracted this repression (Fig. 4F). These included CBF2, a DREB/AP2 factor central to abiotic stress tolerance, and BT2, a component of the TAC1-mediated telomerase activation pathway. Furthermore, five DREB-regulated stress-responsive genes (WRKY40, WRKY33, ZAT6, ZAT12, and ERF105) were among the 266 DEGs specifically induced in the βCA overexpression lines following bicarbonate fertilization (Fig. 4E, F).

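Bicarbonate lowered both transcription factor genes in oePsbS and raised CBF2 in both βCA lines and BT2 in the triple line. CBF2 (AT4G25470), an activator of the cold response, had a log2 fold change of −1.58 in oePsbS (standard error 0.26, adjusted p = 0.00412), from 3.88 ± 0.736 CPM with water (SD, n = 3). It rose in the double line from 4.16 ± 1.42 (2.07, standard error 0.35, adjusted p = 0.0161) and in the triple line from 2.65 ± 0.653 to 30.9 ± 14.3 (3.55, standard error 0.37, adjusted p = 0.00226). BT2 (AT3G48360), a BTB and TAZ domain protein, fell in oePsbS from 21.1 ± 6.86 to 8.22 ± 1.60 (−1.37, standard error 0.23, adjusted p = 0.00476) and rose in the triple line from 2.86 ± 0.122 to 9.04 ± 2.42 (1.66, standard error 0.22, adjusted p = 0.00502). In the double line its log2 fold change of 1.47 did not pass the test (standard error 0.34, adjusted p = 0.0621). The responses differed from that of oePsbS for CBF2 by 3.67 in the double line (adjusted p = 0.00486) and 5.13 in the triple line (adjusted p = 0.000294), and for BT2 by 2.84 (adjusted p = 0.00376) and 3.02 (adjusted p = 0.000757). With water, BT2 was already higher in oePsbS than in Col-0 (21.1 ± 6.98 against 4.04 ± 0.347, log2 fold change 2.38, adjusted p = 0.000143) and lower in the double and triple lines than in oePsbS (−3.34, adjusted p = 2.67e-05, and −2.86, adjusted p = 3.81e-05). With bicarbonate, no alternative called BT2 between either line and oePsbS (−0.64 to −0.34 in the double line, 0.03 to 0.37 in the triple line). Its larger response in the βCA lines thus goes with the levels with water. CBF2, in contrast, was called higher than in oePsbS with bicarbonate in both lines in every alternative. In Col-0 and npq4-1 neither gene passed the test (CBF2 0.04, adjusted p = 0.99, and 0.26, adjusted p = 0.817; BT2 −0.62, adjusted p = 0.516, and −0.34, adjusted p = 0.737). The fall of CBF2 in oePsbS was not called in an edgeR fit of all 30 libraries (adjusted p = 0.0613), and its rise in the double line was lost in 3 of 15 alternatives (highest adjusted p = 0.0684, without its water replicate 3). From the lower expression in oePsbS and its absence in the βCA lines, the paper proposes that higher βCA activity counteracts the repression.

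**Figure D4:**
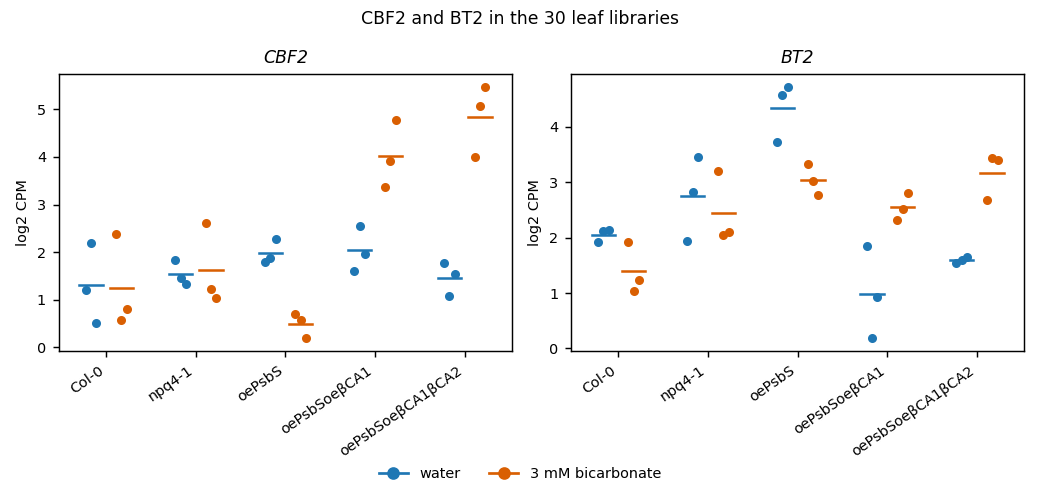
Log2 CPM of CBF2 and BT2 in each library by genotype and treatment, with the group means. Both genes lie lower with bicarbonate in oePsbS, and BT2 with water is highest in oePsbS.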

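All 5 genes rose with bicarbonate in both βCA lines, and none was called in Col-0, npq4-1 or oePsbS by edgeR. WRKY40 (AT1G80840), a regulator of defence and abscisic acid signalling, rose from 2.15 ± 0.34 to 35.9 ± 38.5 CPM (SD, n = 3) in the double line (log2 fold change 4.06, standard error 0.78, adjusted p = 0.0276) and from 1.12 ± 0.79 to 52.3 ± 23.9 in the triple line (5.57, standard error 0.48, adjusted p = 0.00186). WRKY33 (AT2G38470), an activator of camalexin synthesis, rose from 27.2 ± 0.66 to 83.4 ± 50.1 in the double line (1.61, adjusted p = 0.0333) and to 120 ± 38.5 in the triple line (2.77, adjusted p = 0.00186). ZAT6 (AT5G04340), a zinc finger regulator of the stress response, rose by 1.57 in the double line (adjusted p = 0.00827) and by 2.78 in the triple line (adjusted p = 0.00548). ZAT12 (AT5G59820, listed as RHL41), a zinc finger protein of the oxidative and light stress response, rose from 2.51 ± 0.19 to 10.1 ± 4.85 in the double line (2.00, adjusted p = 0.0123) and from 0.839 ± 0.262 to 13.1 ± 7.25 in the triple line (3.97, adjusted p = 0.00367). ERF105 (AT5G51190), an ethylene response factor of the cold response, rose from 2.64 ± 0.721 to 13.5 ± 3.02 in the double line (2.36, adjusted p = 0.00247) and from 1.43 ± 0.29 to 20.3 ± 11.9 in the triple line (3.82, adjusted p = 0.00478). In Col-0 the log2 fold changes were 0.79 for WRKY40, 0.08 for WRKY33, −0.32 for ZAT6, −0.15 for ZAT12 and 1.06 for ERF105 (adjusted p = 0.629 for the last). In npq4-1 they were 0.42, 0.00, 0.15, 0.78 and 1.47 (adjusted p = 0.289 for ERF105). In oePsbS they were −0.37, −0.64, −0.94, −0.19 and −0.25; WRKY33 had an adjusted p = 0.00714 there but a change smaller than the threshold. ERF105 stood at 2.19 log2 CPM in Col-0 bicarbonate replicate 1 and at 3.32 in npq4-1 bicarbonate replicate 1, above the other libraries of those genotypes, libraries pointed out here after their values were seen. These 2 libraries were also the highest of their genotype for WRKY40, WRKY33, ZAT6 and ZAT12. In the double line, WRKY40, WRKY33, ZAT6 and ZAT12 were each not called in 3 of 15 alternatives (adjusted p up to 0.129, 0.145, 0.0603 and 0.0719). The library labelled oePsbSoeβCA1, bicarbonate, replicate 3, which lacks the excess of βCA1, was the highest of its line for all 5 genes, and without it the log2 fold changes of WRKY40 and WRKY33 in that line were 2.71 and 1.01. Bicarbonate replicate 3 was also the highest of the triple line for all 5 (WRKY40 at 6.25 log2 CPM, against 4.82 and 5.77). In Col-0, npq4-1 and oePsbS, bicarbonate replicate 1 was the highest bicarbonate library for all 5. These orders were seen after the fact, and what the replicate numbers stand for is not stated.

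**Figure D5:**
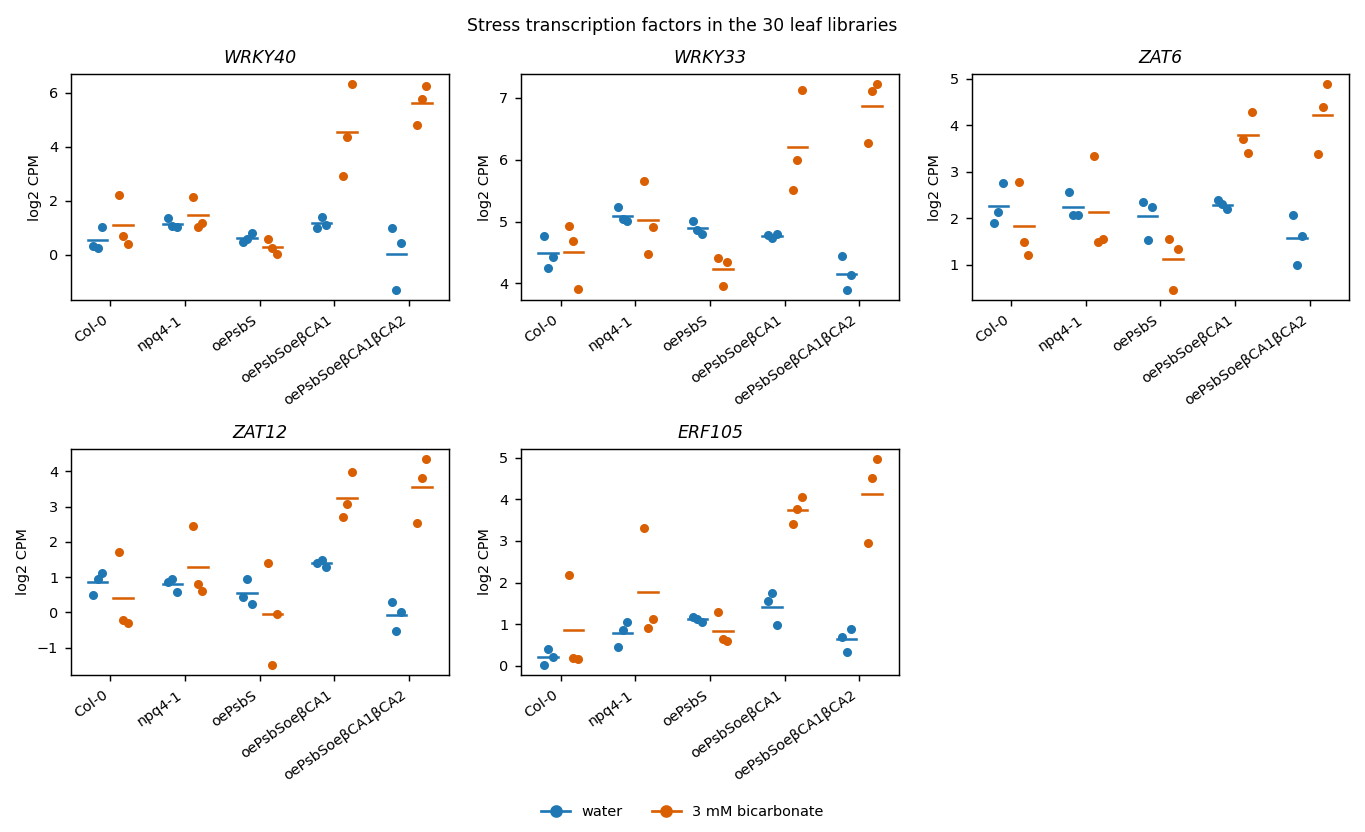
Log2 CPM of WRKY40, WRKY33, ZAT6, ZAT12 and ERF105 in each library by genotype and treatment, with the group means. The bicarbonate libraries of both βCA lines lie above their water libraries for every gene.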

**Fig. 4.**
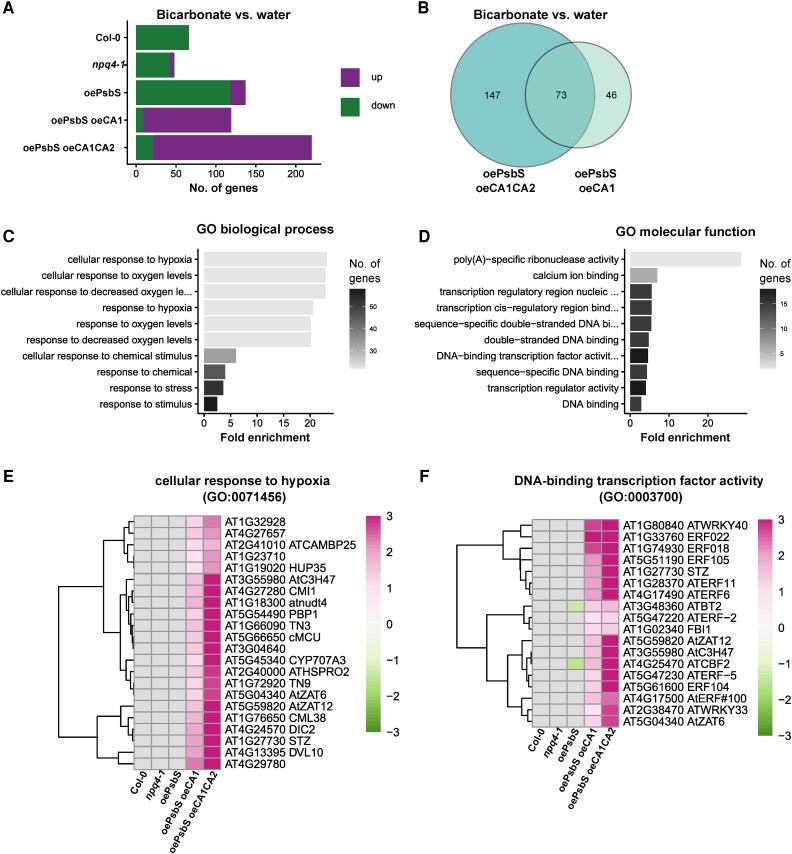
Differential gene expression pattern after bicarbonate versus water treatment of Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCAβCA2) overexpressing transgenic *A. thaliana* lines cultivated in ambient laboratory conditions. (A) The diagram presents the number of up- and down-regulated genes conversely regulated in analyzed genotypes after bicarbonate versus water treatment. (B) The Venn diagram presents pools of genes regulated by bicarbonate in the oePsbSoeβCA1 and oePsbSoeβCAβCA2 plants. A total of 147 and 46 genes, respectively, were differentially regulated in these genotypes, and 73 genes were in common. (C and D) Gene Ontology (GO) analysis of oePsbSoeβCA1- and oePsbSoeβCAβCA2-specific genes that are affected by bicarbonate treatment (in total, 73 genes were analyzed). (E and F) Clustering of genes specific to oePsbSoeβCA1 and oePsbSoeβCAβCA2 plants belonging to ‘cellular response to hypoxia’ and ‘DNA-binding transcription factor activity’ GO groups.

## Discussion

Plants often absorb more light energy than is required for photosynthesis, and the PsbS protein plays a central role in dissipating excess excitation energy through NPQ. Optimizing the partitioning of absorbed light between photochemistry, heat dissipation, and fluorescence is therefore critical for improving biomass production and crop yield. Based on current knowledge and our previous findings, we hypothesized that overexpression of *βCA1* and *βCA2* in a single PsbS-overexpressing background would improve HCO_3_^−^ utilization and enhance photosynthetic efficiency under fluctuating environmental conditions.

Plants can acquire carbon both from the atmosphere and from water, where HCO_3_^−^ may enter roots, be transported through the xylem vessels to leaves, and be converted to CO_2_ by CAs before fixation (Rao and Wu, 2017; Poschenrieder *et al.*, 2018). In our study, bicarbonate fertilization stimulated biomass accumulation, but this effect was strongly light dependent. Under controlled laboratory conditions, all genotypes produced slightly less biomass than water-treated controls, whereas under greenhouse conditions, double and triple oePsbSoeβCA lines accumulated significantly more fresh and dry mass than oePsbS and *npq4-1* (Supplementary Fig. S4). These results suggest that βCAs enhance inorganic carbon use efficiency, particularly under fluctuating light, pointing to a potential additive role of βCA1 and βCA2 or a predominant contribution of βCA2. This interpretation is consistent with previous reports showing that moderate bicarbonate supply can stimulate growth when sufficient ATP and NADPH are available (Dąbrowska-Bronk *et al.*, 2016; Wang *et al.*, 2016; Fantuzzi *et al.*, 2023). It also aligns with findings that HCO_3_^−^ may directly regulate PSII activity and the assembly of the oxygen-evolving complex (Shitov *et al.*, 2018; Shevela *et al.*, 2020).

The efficiency of carbon assimilation depends on the balance between Δψ and ΔpH within the pmf (Mitchell, 1961; Kramer *et al*., 2003; Górecka *et al*., 2020). We observed that oePsbSoeβCA lines maintained higher ΔpH and slightly enhanced NPQ compared with oePsbS (Fig. 1D, F), thereby improving CO_2_/HCO_3_^−^ availability for photochemistry. This effect contributed to greater biomass accumulation than in oePsbS and *npq4-1*, although not exceeding that of Col-0 (Fig. 1A, B). These results are consistent with the protective role of ΔpH in preventing over-reduction of PSI and PSII (Suorsa *et al*., 2013) and with the well-established function of NPQ in limiting photooxidative damage (Logan *et al*., 2008; Ruban, 2016). In contrast, increased Δψ has been associated with singlet oxygen production and photodamage (Davis *et al*., 2017). Thus, elevated activity of βCAs may help shift pmf partitioning toward ΔpH, supporting more effective photoprotection under fluctuating light conditions.

The role of CAs in photoprotection has been previously proposed. Arabidopsis *βca* mutants exhibited reduced ion leakage and enhanced NPQ after HCO_3_^−^ treatment (Dąbrowska-Bronk *et al*., 2016), while HCO_3_^−^ fertilization increased carotenoids and xanthophyll pigments known to protect PSII. Similarly, *αca4* mutants displayed reduced Lhcb proteins but increased PsbS abundance and VAZ cycle activity (Rudenko *et al*., 2018, 2020). In our study, overexpression of *βCA1* or *βCA1βCA2* in the oePsbS background reduced PsbS (Supplementary Fig. S1), D1, Lhcb1, and Lhcb2 levels (Supplementary Fig. S5), and surprisingly improved tolerance to HL stress (Fig. 2B). These plants also exhibited a higher Chl *a*/*b* ratio (Supplementary Fig. S6A) but unchanged carotenoid levels (Supplementary Fig. S6B), suggesting that βCAs modulate antenna composition to optimize absorbed energy fate and distribution.

Under DCMU treatment, which blocks PSII electron transfer and increases susceptibility to oxidative stress (Gawroński *et al*., 2021), oePsbSoeβCA lines maintained higher QY_max_ than other genotypes (Fig. 2A), indicating reduced inhibition of linear electron flow. However, under control conditions, PSII electron transport efficiency, donor-side limitation, and pmf partitioning were impaired in these lines (Supplementary Fig. S7; Fig. 3C, and Fig. 1E, respectively), consistent with partial photoinhibition and an altered ATP/NADPH balance. In response to these imbalances, alternative CET pathways were probably activated, involving ferredoxin-dependent PQ reduction and NPQ activation (Foyer *et al*., 2012). This interpretation is supported by previous work showing that CET is essential for protecting PSI under fluctuating light (Kono *et al*., 2014; Walker *et al*., 2014), and is impaired in oePsbS plants, making them more sensitive to rapid changes in irradiance. Our greenhouse experiments are consistent with this compensatory mechanism: double and triple oePsbSoeβCA lines exhibited enhanced growth under variable light compared with oePsbS, reflecting the contribution of βCAs to stabilizing electron transport and photoprotection under natural fluctuations (Supplementary Fig. S4).

Gas exchange analyses provided additional evidence for the physiological effects of *βCA1* and *βCA2* overexpression. Double and triple oePsbSoeβCAs line exhibited reduced stomatal conductance and transpiration, resulting in improved WUE, while CO_2_ assimilation remained stable across genotypes (Supplementary Fig. S3). These findings align with previous studies demonstrating that Arabidopsis βCAs regulate stomatal closure via ABA-independent CO_2_ signaling, enhancing WUE without compromising carbon fixation (DiMario *et al*., 2017; Kolbe *et al*., 2018). The lower biomass of oePsbSoeβCA lines compared with Col-0 under ambient conditions is therefore likely to be linked to stomatal limitations. However, these genotypes may gain a physiological advantage under elevated CO_2_ and higher temperatures, as suggested previously (DiMario *et al*., 2016; Zarrin Ghalami *et al*., 2026).

At the transcriptome level, HCO_3_^−^ treatment revealed contrasting stress responses among the genotypes. 

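Tested directly, the mean bicarbonate response of the βCA lines was higher than that of Col-0, npq4-1 and oePsbS for many defence, touch and hormone genes. The difference was 2.74 on the log2 scale for the touch gene TCH4 (standard error 0.38, adjusted p = 0.000104), 1.57 for the jasmonate regulator MYC2 (adjusted p = 0.000104) and 1.60 for MYB51, a regulator of indole glucosinolates (adjusted p = 6.7e-05). It was lower for CYP86A1, a suberin enzyme (−1.90, adjusted p = 0.0106), and for the glucosidase BGLU47 (−1.29, adjusted p = 0.000722). Of the lists, 15 of 25 ERF genes, 9 of 20 WRKY genes, 9 of 13 touch and calcium genes, 6 of 9 C2H2 zinc finger genes, 6 of 17 genes of pattern-triggered immunity, 3 of 14 ethylene genes and 3 of 8 senescence genes were higher (16, 11, 9, 7, 7, 3 and 5 when adjusted over the list alone). These 7 lists were also higher with an estimated correlation (adjusted p = 0.0288 for ERF, WRKY, touch and senescence, 0.0342 for C2H2, 0.0296 for immunity and 0.0324 for ethylene). Lists holding genes of Fig. 4E and 4F are not independent of them, and without these the ERF, WRKY, touch and immunity lists each had an adjusted p = 0.0381 with an estimated correlation and the C2H2 list 0.106. Of the jasmonate, abscisic acid, salicylate and cold lists, 10 of 27, 3 of 20, 3 of 21 and 4 of 17 genes were higher (10, 3, 4 and 4 when adjusted over the list alone; adjusted p = 0.0603, 0.0603, 0.196 and 0.0941 with an estimated correlation). The cyclic electron transport, non-photochemical quenching and carbonic anhydrase lists were lower in camera with 0 of 17, 0 of 7 and 0 of 13 genes called over all genes or when adjusted over the list alone (adjusted p = 0.0951, 0.0603 and 0.0603 with an estimated correlation), and so were the light-harvesting complexes with 0 of 21 (adjusted p = 0.474). Of the heat shock list 1 of 8 genes was higher, and no gene of the anthocyanin, iron deficiency, iron storage, clock, stomatal, floral, root and reference lists was called over all genes or when adjusted over the list alone (adjusted p of camera 0.985, 0.0749, 0.228, 0.943, 0.968, 0.379, 0.496, 0.238 and 0.847). In all, 396 genes were higher and 11 lower among 18999, and 355 were called without the library labelled oePsbSoeβCA1, bicarbonate, replicate 3. Against oePsbS alone, the double line had 361 genes with a higher and 44 with a lower response, and the triple line 515 and 77. Called genes of the double line came to 263 without that library. Leaving out 1 library moved them to 261 (oePsbS water replicate 2), 225 (oePsbS water replicate 3), 262 (double line water replicate 2), 175 (oePsbS bicarbonate replicate 2) and again 263 (double line bicarbonate replicate 3). The total of the triple line moved to 371 (triple line water replicate 2) and 374 (triple line bicarbonate replicate 2).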

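Against oePsbS alone, the response of the named regulators was higher in the triple line for all 5 and in the double line for 4. In the triple line the log2 difference was 5.94 for WRKY40 (adjusted p = 0.00226), 3.41 for WRKY33 (adjusted p = 0.000219), 3.72 for ZAT6 (adjusted p = 0.00146), 4.16 for ZAT12 (adjusted p = 0.0056) and 4.07 for ERF105 (adjusted p = 0.00327). Its size in the double line was 4.44 for WRKY40 (adjusted p = 0.0167), 2.26 for WRKY33 (adjusted p = 0.00563), 2.52 for ZAT6 (adjusted p = 0.0226) and 2.61 for ERF105 (adjusted p = 0.0454), while ZAT12 did not pass the test (adjusted p = 0.114). There ERF105 lost its call in 12 of 20 alternatives, ZAT6 in 4 and WRKY40 in 1. Of the reactive oxygen species list, which holds enzymes and responsive genes, 1 of 18 genes rose in each line, the cell death inhibitor BAP1 at 2.85 in the double line (adjusted p = 0.0138). This list was not called by camera in the double line (adjusted p = 0.752), in the triple line (adjusted p = 0.624) or in the difference of mean responses (adjusted p = 0.774). In the difference of mean responses, 4 of 28 hypoxia genes were higher (5 when adjusted over the list alone; adjusted p = 0.283 with an estimated correlation), among them PHI-1 at 3.63 (adjusted p = 6.33e-05) and SRO5 at 4.54 (adjusted p = 0.000732). In oePsbS, 3 of 26 hypoxia genes fell (3 when adjusted over the list alone; adjusted p = 0.484 with an estimated correlation), the protein HUP26, the ethylene receptor ETR2 and PHI-1.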

Col-0, *npq4-1*, and oePsbS plants showed broad down-regulation of stress-responsive genes, whereas oePsbSoeβCA lines strongly induced hypoxia- and reactive oxygen species (ROS)-related TFs, including ZAT6, ZAT12, WRKY33, WRKY40, and ERF105 (Fig. 4). These regulators are known to coordinate ROS detoxification and enhance tolerance to multiple abiotic stresses (Hua *et al*., 2001; Davletova *et al*., 2005; Chen *et al*., 2016; Bolt *et al*., 2017; Szechyńska-Hebda *et al*., 2022; Kamran *et al*., 2025). Hormone-associated signaling pathways, including ethylene, JA, and SA, also contribute to this crosstalk (Mateo *et al*., 2006; Gururani *et al*., 2015; De Ollas *et al.*, 2021; Pan *et al*., 2022; Molinari *et al.,* 2023; Kamran *et al*., 2025, 2026; Zarrin Ghalami *et al*., 2026). Enhanced expression of ZAT6 and ZAT12 in oePsbSoeβCA lines is particularly noteworthy, as they promote ROS scavenging and anthocyanin synthesis during oxidative stress (Rizhsky *et al*., 2004; Shi *et al*., 2018). 

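ZAT6 and ZAT12 responded more strongly to bicarbonate in the mean of the βCA lines than in the mean of Col-0, npq4-1 and oePsbS, by 2.54 (standard error 0.42, adjusted p = 0.000356) and 2.83 (standard error 0.55, adjusted p = 0.00152) on the log2 scale. With bicarbonate, ZAT6 stood at 14.3 ± 4.64 CPM (SD, n = 3) in the double line and at 20.2 ± 9.52 in the triple line, against 2.15 ± 0.804 in oePsbS. Both differences were called in all 37 alternatives. No gene of the anthocyanin and flavonoid synthesis list was called higher by edgeR in either line. In the triple line 4 of 13 fell (6 when adjusted over the list alone; adjusted p = 0.0887 with an estimated correlation). Among these, leucoanthocyanidin dioxygenase LDOX fell from 42.0 ± 9.34 to 18.4 ± 5.86 CPM (−1.19, adjusted p = 0.021), dihydroflavonol reductase DFR from 50.7 ± 9.26 to 22.8 ± 8.49 (−1.15, adjusted p = 0.0357) and the glycosyltransferase UF3GT from 9.16 ± 1.22 to 3.60 ± 1.53 (−1.35, adjusted p = 0.0289). Of the same list 0 of 13 were called in the double line by edgeR, over all genes or when adjusted over the list alone (median log2 fold change −0.24, adjusted p = 0.245 from camera). The list was lower in Col-0 as well, where ZAT6 and ZAT12 did not rise (median −1.03, 7 of 13 lower when adjusted over the list alone and 0 over all genes; adjusted p = 2.45e-11 from camera and 0.332 with an estimated correlation). In npq4-1 and oePsbS, where ZAT6 and ZAT12 were not called either, camera did not call the list. Its median was −0.71 in npq4-1 (adjusted p = 0.133) and −0.13 in oePsbS (adjusted p = 0.0735, pointing upwards).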

Whether this transcriptional activation reflects hypersensitivity to moderate HCO_3_^−^ stress or confers a broader stress tolerance remains unresolved. In Arabidopsis, moderate concentrations of HCO_3_^−^ (3–5 mM) stimulate plant growth, enhance NPQ, and increase the expression of C_3_ photosynthetic enzymes (Dąbrowska-Bronk *et al.*, 2016). In this context, the strong transcriptional activation observed exclusively in the βCA-overexpressing lines following 3 mM HCO_3_^−^ fertilization is unlikely to reflect a genuine physiological stress response. Instead, our physiological, molecular, and phenotypic analyses indicate that this induction represents a heightened responsiveness to environmental stimuli that do not elicit stress responses in genotypes with endogenous CA levels. 

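The genes that rose with bicarbonate in the βCA lines were not called higher in any of the other genotypes. SAG21, a late embryogenesis protein induced by oxidative stress and senescence, rose by 1.36 in the double line (adjusted p = 0.00431) and fell by 1.27 in oePsbS (adjusted p = 0.00159), and the difference of these responses was 2.64 on the log2 scale and was called. WRKY18, a defence regulator, rose by 1.15 in the double line (adjusted p = 0.0139), and PHI-1 fell by 1.06 in oePsbS (adjusted p = 0.0132). Of 264 genes higher in at least 1 βCA line, 0 were called higher by edgeR and 13 lower in Col-0, npq4-1 or oePsbS. A gene called in 1 genotype and not in another need not differ between them. Tested directly, 207 of the 264 were also called higher in the difference of mean responses, where 396 of 18999 genes were. That difference uses the same βCA libraries that picked the 264, so it is not independent support. The responses of the βCA lines were not tested against Col-0 or npq4-1 alone. In Col-0, npq4-1 and oePsbS, 57, 54 and 72 genes were higher at an unadjusted p under 0.05 with the same fold change, and DESeq2 called 2, 17 and 33. Of the genes labelled in Fig. 4E and 4F, 14 of 21 and 13 of 17 had a log2 fold change above 0 in Col-0, and 17 of 21 and 15 of 17 in npq4-1, with none called by edgeR. In oePsbS the counts above 0 were 7 of 21 and 2 of 17, and 2 genes of Fig. 4F were called lower. ZAT10, listed as STZ, stood at 3.33 log2 CPM in Col-0 bicarbonate replicate 1 and at 3.87 in npq4-1 bicarbonate replicate 1, above the other libraries of those genotypes, and so did DIC2 at 3.79 and 4.19, genes picked out here after their values were seen. Some lower genes were shared across backgrounds: 12 genes lower in the triple line and 6 lower in the double line were also lower in Col-0.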

Given that CAs modulate CO_2_/HCO_3_^−^ interconversion and contribute to ΔpH regulation, elevated βCA activity may alter chloroplast homeostasis in a way that lowers the activation threshold for redox- and ROS-dependent transcriptional networks. Collectively, these findings confirm that CAs play an important role in plant responses to both biotic and abiotic stresses, although their effects can be contrasting and depend strongly on the specific stress factor, its intensity, and the plant species involved (Polishchuk, 2021).

Balancing carbon assimilation with ΔpH-dependent photoprotection is fundamental for plant performance under fluctuating environments. While βCAs and PsbS are both central regulators of these processes, their functional relationship has not been previously reported. The key and unexpected outcome of our work was the consistent reduction of the PsbS protein level in *βCA-*overexpressing lines. Double and triple transgenic lines showed decreased PsbS abundance in both the oePsbS (Supplementary Fig. S1C, D) and Col-0 backgrounds (Supplementary Fig. S2A, C), whereas β*ca* mutants accumulated higher levels of PsbS (Supplementary Fig. S2B, D). This inverse correlation suggests the existence of a feedback mechanism linking CA activity to the regulation of PsbS protein, most probably through the modulation of ΔpH and the maintenance of a balanced pmf. These findings uncover a new layer of chloroplast retrograde control linking HCO_3_^−^ metabolism to photoprotection, expanding the conceptual framework of how plants balance carbon assimilation with energy dissipation.

In conclusion, overexpression of Arabidopsis *βCA1* and *βCA2* in the oePsbS background altered the balance between carbon utilization, photoprotection, WUE, and transcriptional stress responses. Although these plants exhibited enhanced WUE and NPQ, they also activated compensatory photoprotective and stress response pathways, ultimately resulting in lower biomass relative to Col-0. The strong light dependency of bicarbonate fertilization and the apparent ΔpH-linked feedback between βCAs and PsbS highlight the complexity of this regulatory network. Future work employing Arabidopsis Col-0oeβCAs and *βcas*/*npq4-1* crossing lines will be crucial to better understand these mechanisms and to determine whether overexpression of βCAs improves stress tolerance or simply shifts the threshold for activation of stress-responsive transcriptional networks.

## Supplementary Material

erag155_Supplementary_Data

## Data Availability

The RNA-seq data underlying this article are available in the Gene Expression Omnibus (GEO) Database/NCBI, and can be accessed with the accession number GSE325023. The remaining data that support the findings of this study are available from the corresponding author upon request.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. Analysis of Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) transgenic plants.

Fig. S2. Analysis of Col-0, double (Col-0oeβCA1), triple (Col-0oeβCA1βCA2) transgenic plants and β*cas* mutants.

Fig. S3. Gas exchange analysis of Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) transgenic plants.

Fig. S4. Biomass production under variable light conditions in Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) transgenic plants.

Fig. S5. Light-harvesting complex II analysis of Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) transgenic plants.

Fig. S6. Antioxidant content in Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) transgenic plants.

Fig. S7. PSII and PSI electron transport rate in Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1), and triple (oePsbSoeβCA1βCA2) transgenic plants.

Table S1. List of primer sequences used in this study.

Table S2. Dilution of primary and secondary antibodies used in western blot analysis.

## Abbreviations

CA: carbonic anhydrase
CET: cyclic electron transport
HCO_3_^−^: bicarbonate
NPQ (qE): non-photochemical quenching

# Supplementary material for: Crosstalk between β-carbonic anhydrases and PsbS in the regulation of photosynthesis and stress tolerance in Arabidopsis
**Source:** J Exp Bot. 2026 Apr 2;77(14):4607–19. doi: 10.1093/jxb/erag155
**Supplement:** erag155_Supplementary_Data

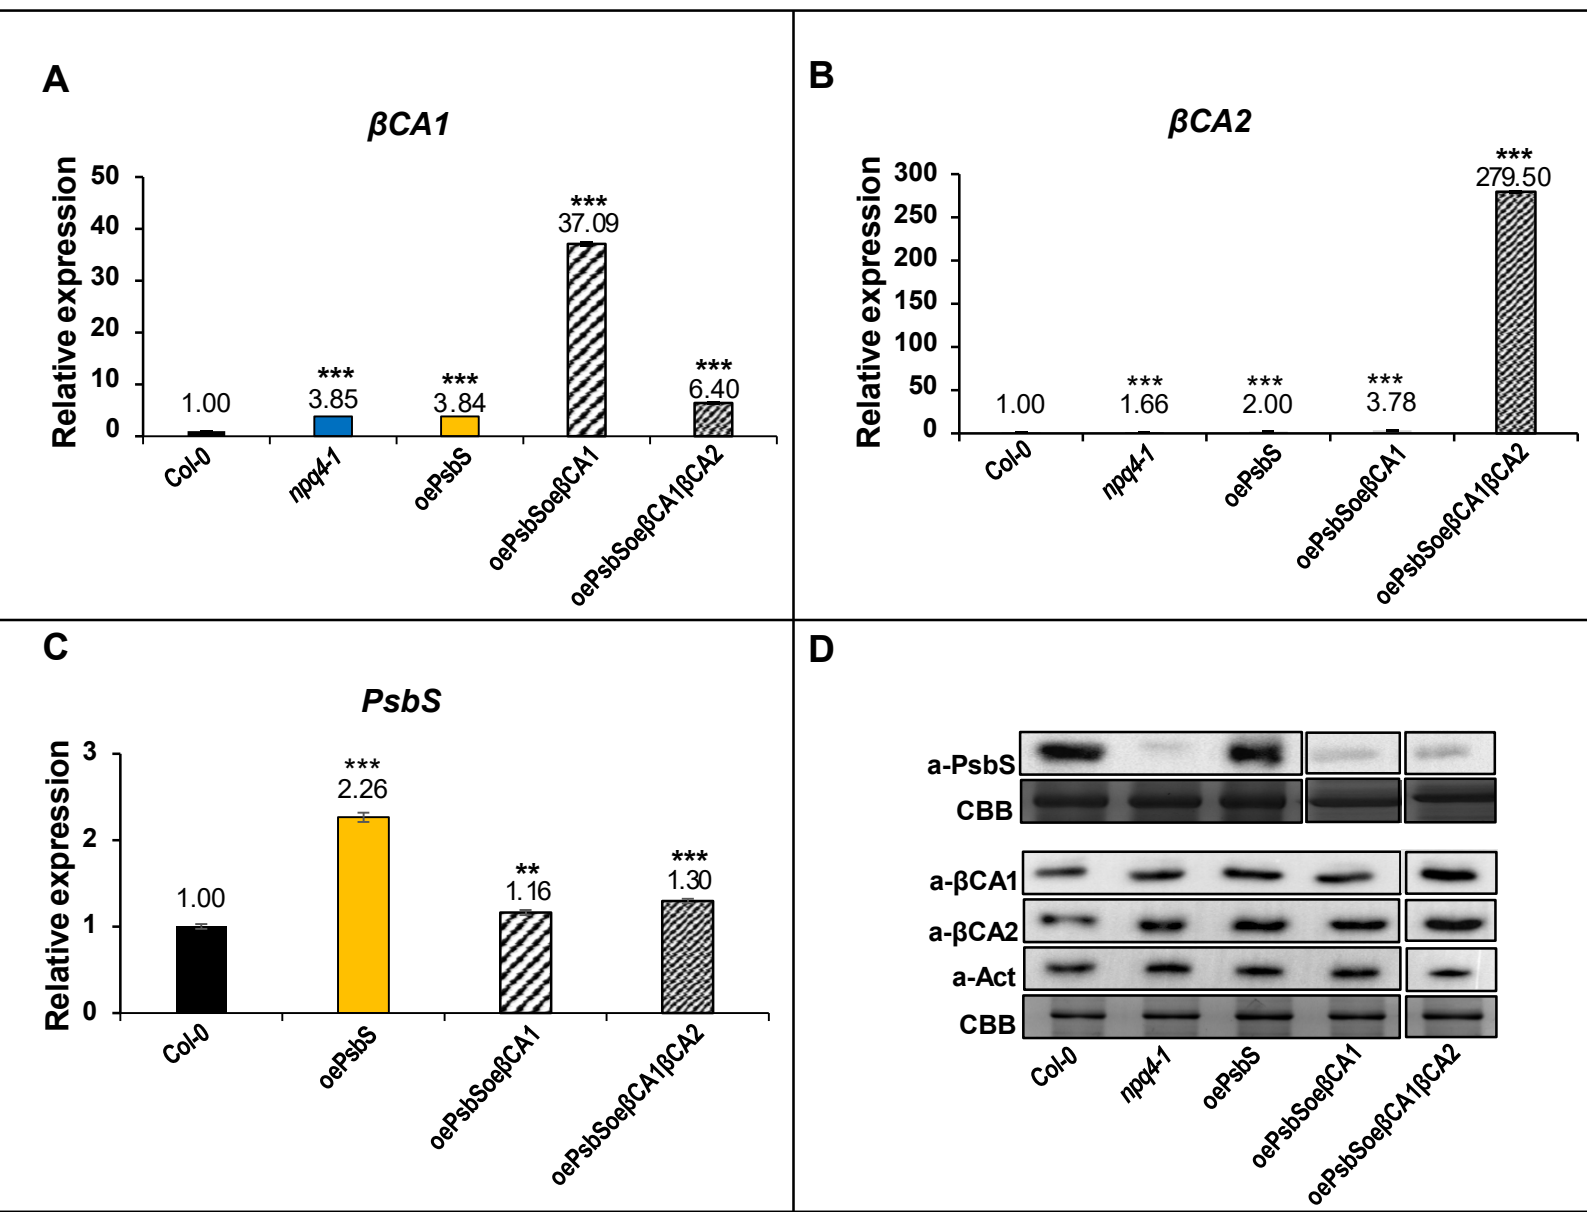

Supplementary Figure S1. Analysis of Col-0, *npq4-1*, *oePsbS*, double (*oePsbSoeβCA1*), triple (*oePsbSoeβCA1βCA2*) transgenic plants. Expression levels of *βCA1* (A), *βCA2* (B) and *PsbS* (C,D) genes in leaves of four-week-old Arabidopsis plants (A-C) cultivated in a growing chamber under normal light conditions 120 μ E. Transcripts levels were normalized to *PP2AA3* expression. Data are shown as a mean $\pm$ SD of three biological samples (n=9). Asterisks indicate a statistically significant difference compared with Col-0 plants as revealed by one-way ANOVA; $\alpha=0,05$; $<0,05^*$; $<0,01^{**}$; $<0,001^{***}$. (D) Western blot analysis of PsbS, β CA1 and β CA2 proteins in leaves of four-week-old Arabidopsis plants cultivated in a growing chamber under normal light conditions 120 μ E. Results for *oePsbSoeβCA1* and *oePsbSoeβCA1βCA2* are shown as an overage value of three independent transgenic lines (A-D).

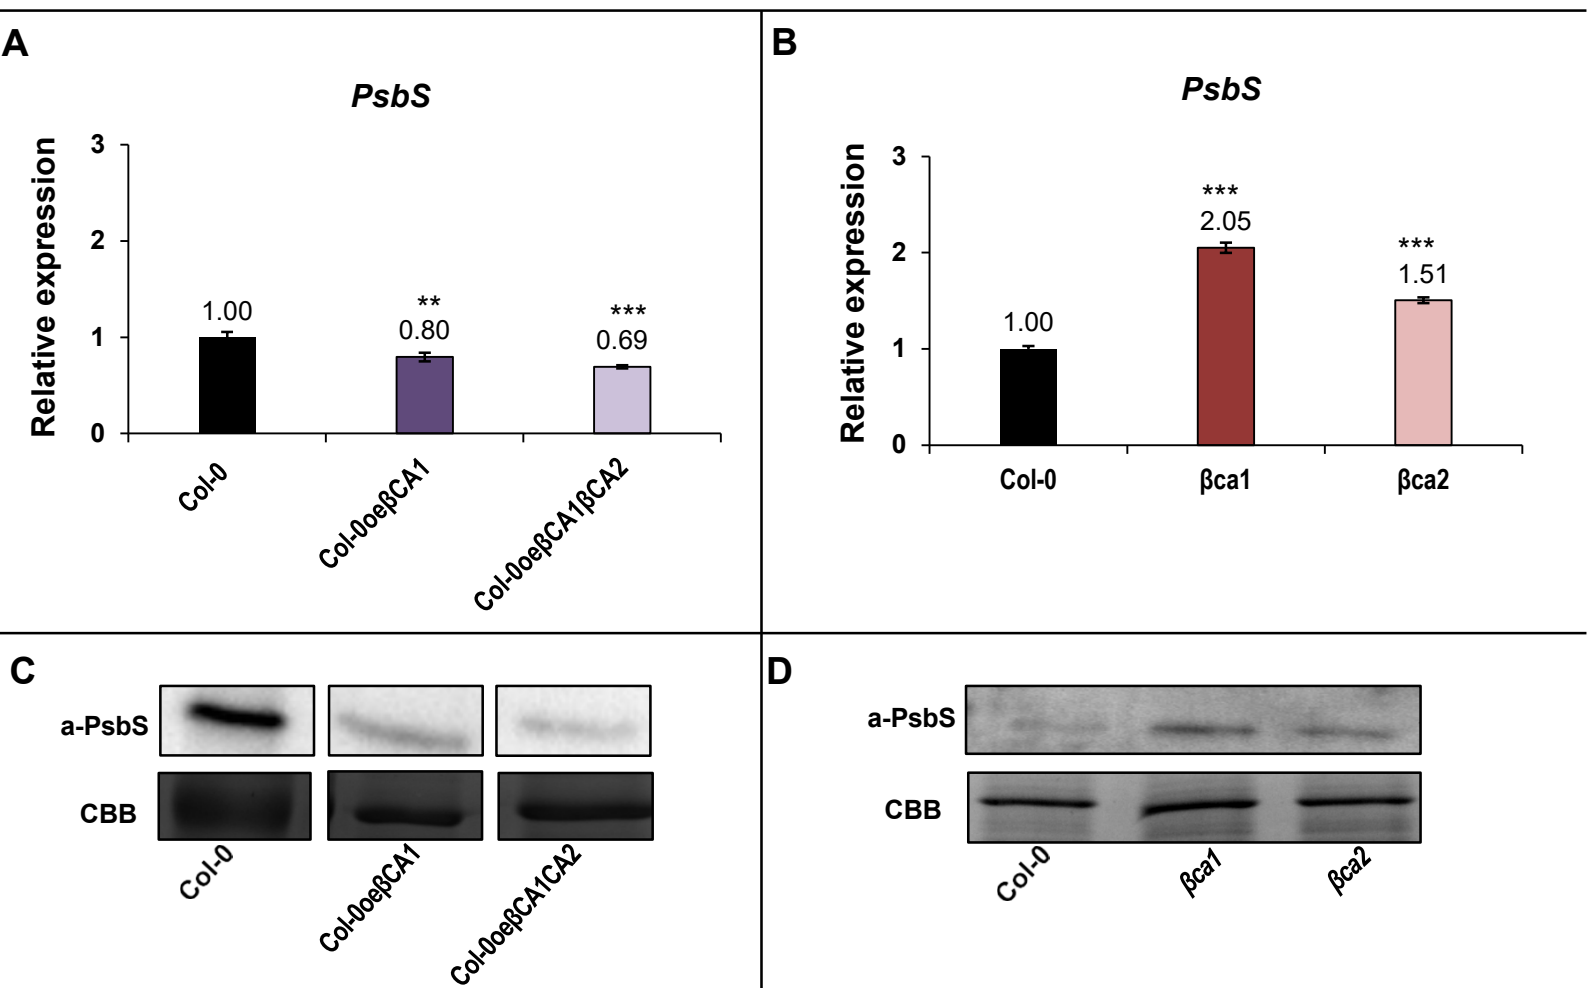

Supplementary Figure S2. Analysis of Col-0, double (Col-0oeβCA1), triple (Col-0oeβCA1βCA2) transgenic plants and βcas mutants. Expression levels of *PsbS* genes in leaves of four-week-old Arabidopsis plants **(A)** and Arabidopsis βcas mutants **(B)** cultivated in a growing chamber under normal light conditions 120 μE. Transcripts levels were normalized to *PP2AA3* expression. Data are shown as a mean ± SD of three biological samples (n=9). Asterisks indicate a statistically significant difference compared with Col-0 plants as revealed by one-way ANOVA; α=0,05; <0,05*; <0,01**; <0,001***. Western blot analysis of PsbS protein in leaves of four-week-old Arabidopsis plants **(C)** and βcas mutants **(D)** cultivated in a growing chamber under normal light conditions 120 μE. Results are shown as an overage value of three independent transgenic lines.

Supplementary Figure S3. Gas exchange analysis of Col-0, *npq4-1*, *oePsbS*, double (*oePsbSoeβCA1*) and triple (*oePsbSoeβCA1βCA2*) transgenic plants (A-D). (A) E-transpiration rate, (B) gs-stomatal conductance, (C) WUE-water use efficiency, and (D) A-assimilation parameters in four-week-old Arabidopsis plants cultivated in a growing chamber under normal light conditions 120 μE. One-way ANOVA Fisher's least significant difference (LSD) test, 95% c.i., being used to estimate the difference between each pair of means. Data are shown as a mean of three biological samples ± SD (n=6). Results for *oePsbSoeβCA1* and *oePsbSoeβCA1βCA2* are shown as an overage value of three independent transgeniclines.

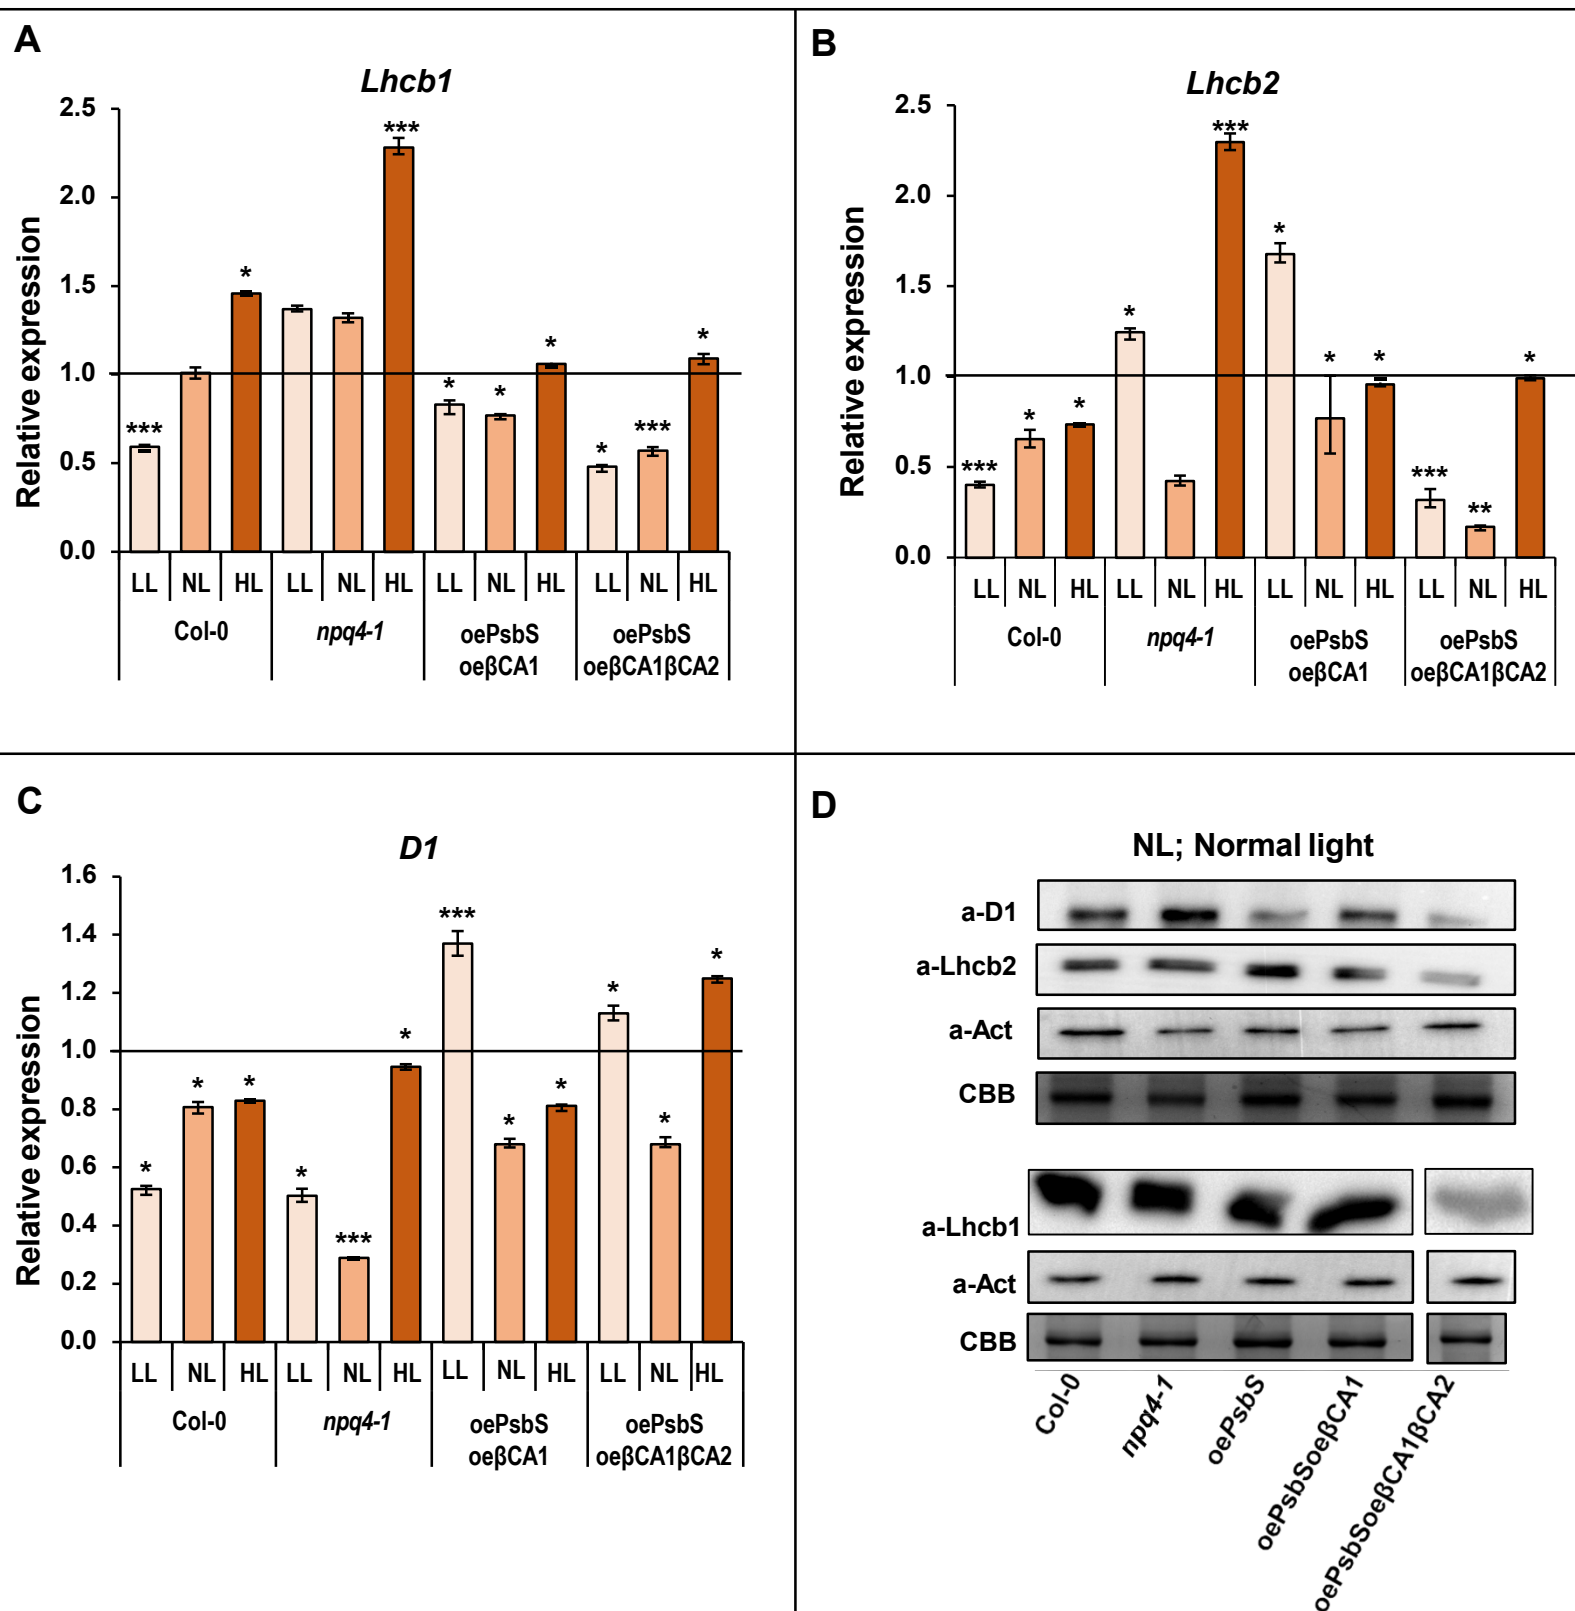

Supplementary Figure S4. Light-Harvesting Complex II (LHC II) analysis of Col-0, *npq4-1*, oePsbS, double (oePsbS oeβCA1) and triple (oePsbS oeβCA1βCA2) transgenic plants. Expression of *Lhcb1* (A), *Lhcb2* (B) and *D1* (C) genes in leaves of four-week-old Arabidopsis plants cultivated in a growing chamber under variable light conditions: Low light (LL) - 80; Normal light (NL) - 120; High light (HL) - 800 μ E. Transcripts levels were normalized to *PP2AA3* expression. Data are shown as a mean $\pm$ SD of three biological samples (n=9). Asterisks indicate a statistically significant difference compared with oePsbS plants (oePsbS=1) as revealed by one-way ANOVA; $\alpha=0.05$; $<0.05^*$; $<0.01^{**}$; $<0.001^{***}$. (D) Western blot analysis of D1, Lhcb1, Lhcb2 proteins in leaves of four-week-old Arabidopsis plants cultivated in a growing chamber under normal light conditions 120 μ E. Results for oePsbS oeβCA1 and oePsbS oeβCA1βCA2 are shown as an overage value of three independent transgenic lines.

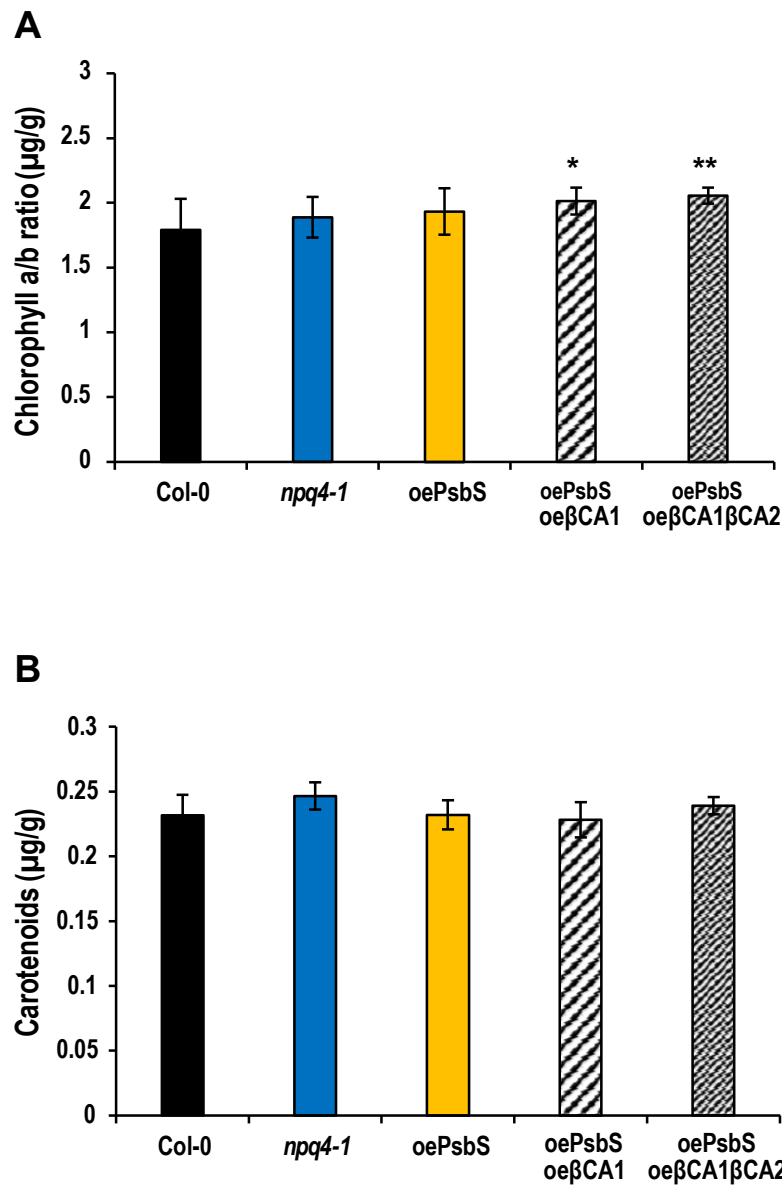

Supplementary Figure S5. Antioxidant content in Col-0, *npq4-1*, oePsbS, double (oePsbSoeβCA1) and triple (oePsbSoeβCA1βCA2) transgenic plants. Chlorophyll a/b ratio (**A**) and carotenoids content (**B**) were measured in four-week-old *Arabidopsis* plants cultivated in a growing chamber under normal light conditions 120 µE. Data are shown as a mean ± SD of three biological samples (n=9). Asterisks indicate a statistically significant difference compared with Col-0 plants as revealed by one-way ANOVA; α=0,05; <0,05*; <0,01**; <0,001***. Results for oePsbSoeβCA1 and oePsbSoeβCA1βCA2 are shown as an overage value of three independent transgenic lines.

A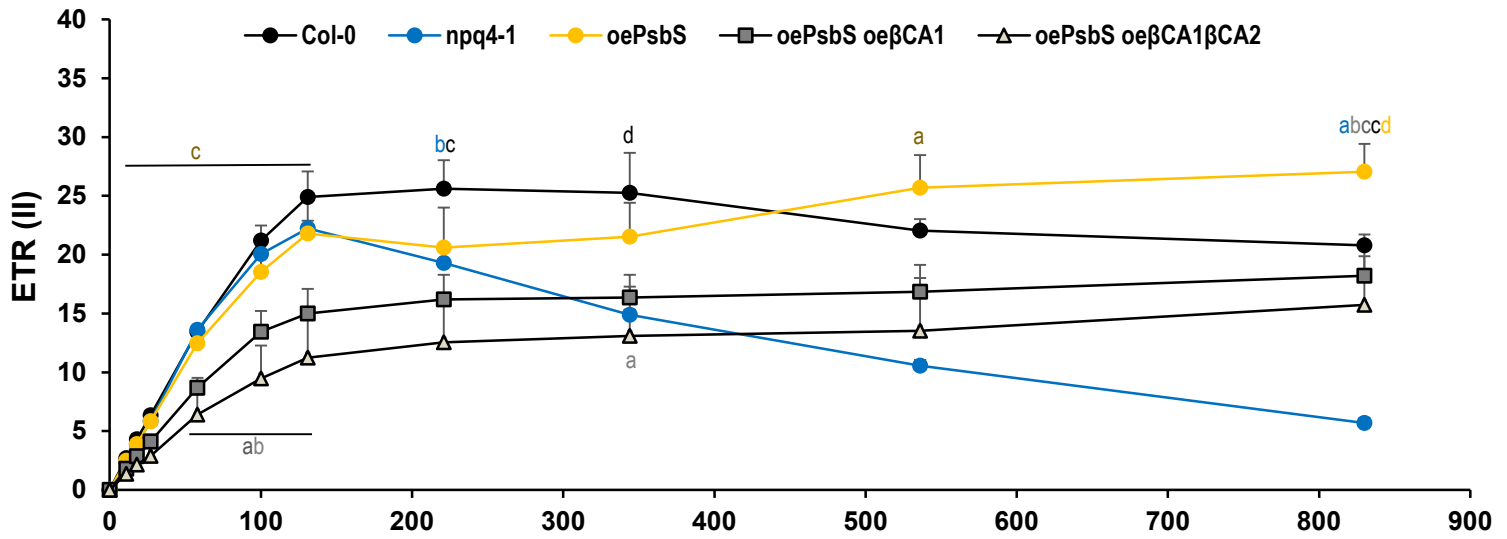**B**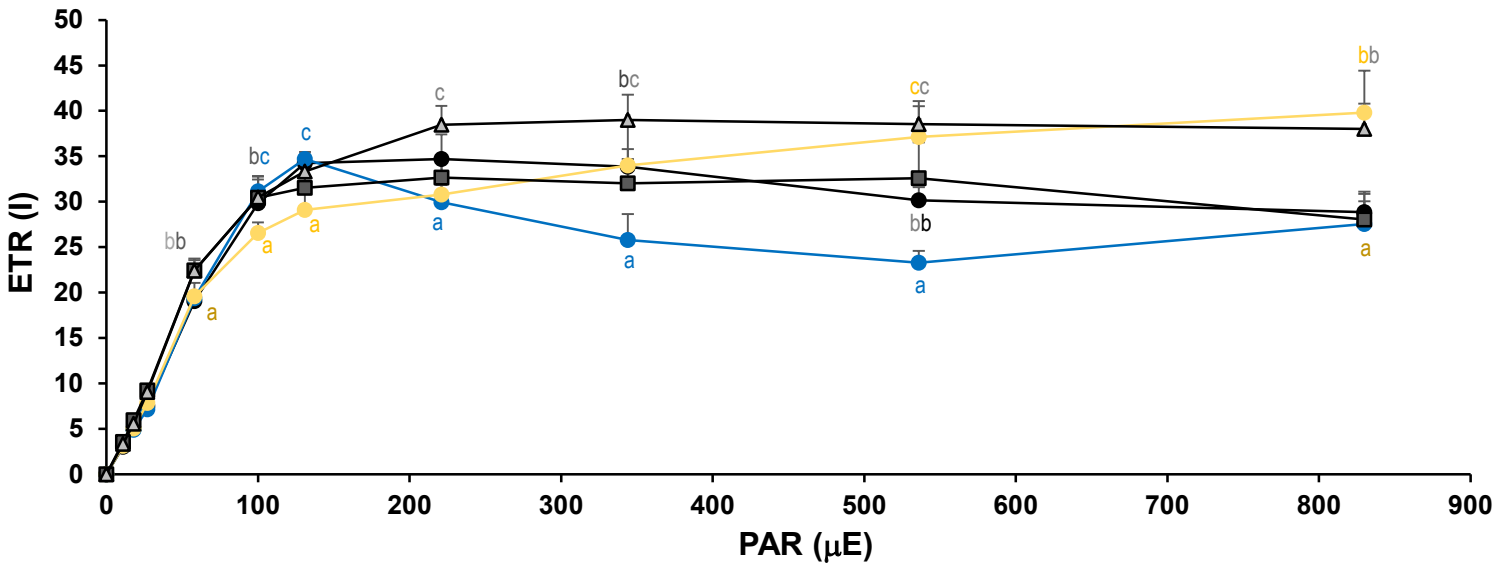

Supplementary Figure S6. Photosystem II and I electron transport rate (ETR) in Col-0, *npq4-1*, *oePsbS*, double (*oePsbSoeβCA1*) and triple (*oePsbS**oeβCA1βCA2*) transgenic plants. (A) Photosystem II and (B) Photosystem I Electron Transport Rate measured in four-week-old Arabidopsis plants cultivated in a growing chamber under normal light conditions 120 μE. One-way ANOVA Fisher's least significant difference (LSD) test, 95% c.I. being used to estimate the difference between each pair of means. Data are shown as a mean ± SD of three biological samples (n=6). Results for *oePsbS**oeβCA1* and *oePsbS**oeβCA1βCA2* are shown as an overage value of three independent transgenic lines.**

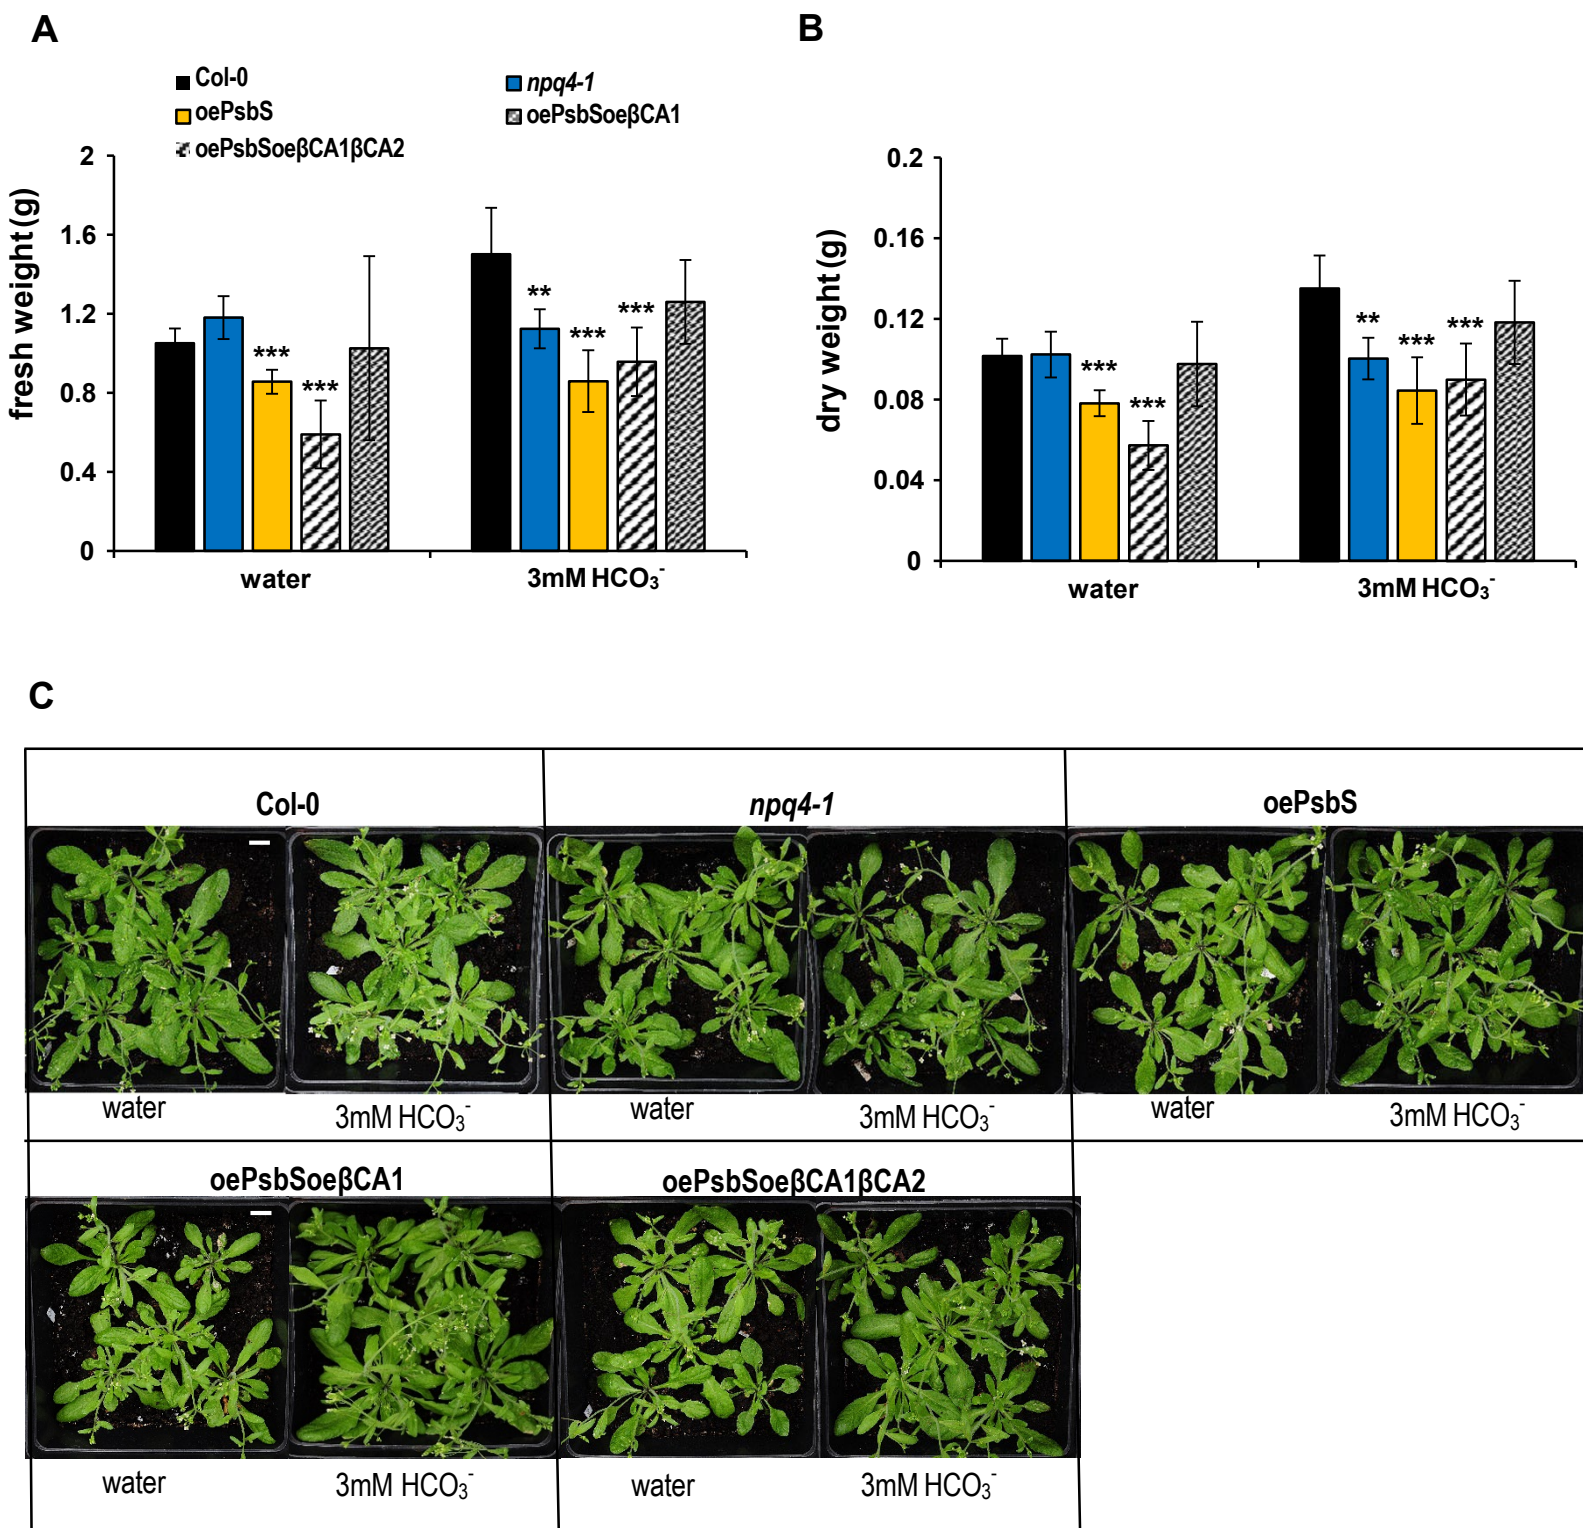

Supplementary Figure S7. Biomass production under variable light conditions in Col-0, *npq4-1*, *oePsbS*, double (*oePsbSoeβCA1*) and triple (*oePsbSoeβCA1βCA2*) transgenic plants. (A) Fresh and (B) dry weight measured in four-week-old *Arabidopsis* plants cultivated under greenhouse conditions, fertilized with water or 3mM bicarbonate. Data are shown as a mean $\pm$ SD of three biological samples ($n=10$). Asterisks indicate a statistically significant difference compared with Col-0 plants as revealed by one-way ANOVA; $\alpha=0,05$; $<0,05^*$; $<0,01^{**}$; $<0,001^{***}$. Results for *oePsbSoeβCA1* and *oePsbSoeβCA1βCA2* are shown as an overage value of three independent transgenic lines. (C) Morphology of four-week-old *Arabidopsis* plants grown in a greenhouse condition, fertilized with water or 3mM bicarbonate, scale bar=1cm.

Supplementary Table S1. List of primer sequences used in this study

RT-qPCR primers	Forward	Reverse
<i>PP2AA3</i> (AT1G13320)	5'-TAACGTGGCCAAAATGATGC-3'	5'-GTTCTCCACAACCGCTTGGT-3'
<i>βCA1</i> (AT3G01500)	5'-TCTTCCACCGTCGCTTGCCTC-3'	5'-CTCGTTACGGATAAGCGTTGG-3'
<i>βCA2</i> (AT5G14740)	5'-GTCCCTCTCATCGCCTGTCT-3'	5'-CTTCTCAGTTCAAGTTTGAAG-3'
<i>PsbS</i> (AT1G44575)	5'-AGGAAGATTGGCACAGTTGG-3'	5'-ATGGCAGCGAAGAAGAAGAA-3'
<i>Lhcb1</i> (AT1G29920)	5'-CCTTCGCTACCAACTTCGTC-3'	5'-GAGTAACAAACCGGATACA-3'
<i>Lhcb2</i> (AT2G05070)	5'-TCTCGGAAAACACACCATCA-3'	5'-TGCCCATCTACTGTGGATCA-3'
<i>D1</i> (<i>PsbA</i> ; ATCG00020)	5'-GCTATACAACGGCGGTCCTTA-3'	5'-GTTCCCACTCACGACCCATAT-3'

Supplementary Table S2. Dilution of primary and secondary antibodies used in Western blot analysis.

Primary antibody	Dilution	Catalog number	Manufacturer
anti-PsbS	1:10000	AS09 533	Agrisera, Sweden
anti-βCA1	1:20000	AS19 4321	Agrisera, Sweden
anti-βCA2	1:10000	PHY1628S	PhytoAB, USA
anti-D1	1:10000	AS11 1786	Agrisera, Sweden
anti-Lhcb1	1:5000	AS09 522	Agrisera, Sweden
anti-Lhcb2	1:5000	AS01 003	Agrisera, Sweden
anti-Actin	1:10000	SAB4301137	Merck, Germany
Secondary antibody	Dilution	Catalog number	Manufacturer
anti-rabbit HRP	1:10000	# 31460	Thermo Fisher Scientific, USA

How the deposited data were processed for this re-analysis (not part of the article)

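The RNA sequencing data are 30 rosette libraries of Arabidopsis thaliana, 3 for each of 10 combinations of genotype (Col-0, npq4-1, oePsbS, oePsbSoeβCA1 and oePsbSoeβCA1βCA2) and treatment (water or bicarbonate). The authors quantified each library with Salmon on the Ensembl TAIR10 transcripts and analysed the imported abundances with DESeq2. The version of Salmon and the way transcripts were summed to genes are not stated. Each file, as deposited by the authors, holds 48268 transcripts of 27588 genes. The authors' estimated counts are the reads Salmon assigned to each transcript, not normalized as deposited. The authors' TPM values are, as deposited, the same assignments divided by effective length and scaled to a fixed library total by Salmon. The filtering of reads is not stated.

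The estimated reads were summed over the transcripts of each gene and rounded. Of the genes, 27390 were matched to the reference annotation by locus tag for their symbols. The files follow the TAIR10 annotation and the reference is TAIR10.1, so no coordinates are given. Library totals of these counts are given by group with the first passage. The common coefficient of biological variation lay between 0.0989 and 0.125 in the fits.

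Counts were tested with edgeR 4.0.16 in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Libraries were normalized by TMM, genes were kept by filterByExpr (minimum count 10, minimum total 15), and groups were compared by the quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change above 1 or below −1. The bicarbonate response of each genotype was tested in its 6 libraries. Contrasts between genotypes and 3 differences of responses (each βCA line minus oePsbS, and the mean of the βCA lines minus the mean of Col-0, npq4-1 and oePsbS) were tested in a fit of all 30 libraries, with 18999 genes. Overlaps of called genes were compared with the number that independent calls would share, by Fisher's exact test. Levels are given as counts per library total scaled by TMM (CPM), as mean ± SD.

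The 26 gene lists, of 407 genes in all, were written before the data were examined: core hypoxia response, WRKY, ERF and C2H2 zinc finger transcription factors, cold and CBF response, touch and calcium signalling, pattern-triggered immunity, jasmonate, salicylate, ethylene, abscisic acid, reactive oxygen species, heat shock, anthocyanin and flavonoid synthesis, light-harvesting complexes, non-photochemical quenching, cyclic electron transport, carbonic anhydrases, iron deficiency, iron storage, circadian clock, senescence, stomatal lineage and guard cells, reference genes, and 2 lists of other tissues (floral organs and meristems, and root). They were tested with camera at a correlation of 0.01, and again with an estimated correlation and with fry. Some lists hold genes labelled in Fig. 4E or 4F (22 and 18 genes). The list tests include these genes unless stated otherwise, so such lists are not independent of the figure. Genes of these panels were also tested singly.

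Genes are named by a rule set in advance. It covers every gene the paper names in its text, in its primer table or in Fig. 4E and 4F, whose directions were seen beforehand. For each bicarbonate response it adds the 10 higher and 10 lower called genes with the smallest adjusted p whose libraries do not overlap between treatments. It adds 6 higher and 6 lower called genes for each contrast or difference, up to 4 members of each list with the smallest adjusted p, and the reference genes.

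As alternatives, the tests were repeated with DESeq2 1.42.0, RLE size factors, no low-count filter, length-scaled TPM counts, organelle genes left out, a replicate block, all 30 libraries or only the libraries of the groups compared, an adjusted p alone, log2 TPM with a pseudocount of 1 in limma, and each library left out in turn. The fit without the oePsbSoeβCA1 library that lacks the excess of βCA1 is 1 of these, and was singled out after its value was seen. Where it applies, it is counted again under that name in the numbers of alternatives of named genes. The main fits did not treat replicate numbers as pairs. Within a genotype, only 3 of 15 correlations between water and bicarbonate libraries of the same number exceeded 0.1. Whether libraries of the same number go together across genotypes was not tested. No 2 of the libraries, in 435 pairs, held identical counts.

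The method was tested on simulated data of the same size. Genes changed 2-fold were called in 37.3% to 53.7% of cases, 3-fold in 88.1% to 95.5% and 4-fold in 95.5% to 100%, with 1 to 8 false calls. For the difference of responses between oePsbSoeβCA1 and oePsbS these shares were 35.8%, 76.1% and 84.8%. Gene Ontology enrichment, quantitative PCR, immunoblots and physiological measurements were not analysed here.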

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

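The tests of explanations in this part and the other splits of the samples were chosen after the results were seen, while the differences of responses, the gene lists and the fits without 1 library were planned.

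PsbS, βCA1 and βCA2 were each checked in the 6 libraries of each genotype, both treatments together, for a library far from the others, and 2 of these 15 sets held one, where chance gives about 1 in 20: PsbS in npq4-1, water replicate 3, at 2.678 log2 CPM, and βCA1 in the library labelled oePsbSoeβCA1, bicarbonate, replicate 3, at 11.23. The tables argue against a library of another genotype, since CRT3, higher in this line, stood at 9.413 there (8.97 to 9.41 in the line's other libraries, at most 7.62 elsewhere), although HSP70, also higher in the line, stood at 2.83 against 3.71 to 4.26 in those libraries and 1.59 to 3.15 elsewhere. They argue against a library of oePsbS plants, since 19 of 25 genes lay nearer to the line (18 of 20 and 17 of 22 for its sister libraries), and against βCA1 reads given to a paralog, since the summed β carbonic anhydrase level was 0.304 of the lowest other sum. Loss of transgene expression in these plants, in part or in whole, stays open as a candidate explanation: AT3G01500.2 was at 536 TPM, against at least 6735 in the line's other libraries, 447 to 673 in oePsbSoeβCA1βCA2, which also carries a βCA1 transgene, and at most 427 in Col-0, npq4-1 and oePsbS.

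The bicarbonate response differed between the βCA lines and the other genotypes: 405 genes for oePsbSoeβCA1 against oePsbS, 592 for oePsbSoeβCA1βCA2 against oePsbS and 407 for the mean of both lines against the mean of Col-0, npq4-1 and oePsbS, with log2 differences in the last of 4.53 for WRKY40, 2.375 for WRKY33, 2.538 for ZAT6, 2.832 for ZAT12, 2.322 for ERF105, 3.228 for CBF2 and 2.334 for BT2. The tables argue against 1 library as the source of the 407, which came to no less than 314 when any library was left out. For oePsbSoeβCA1 against oePsbS this stays open, since the 405 fell to 175 without oePsbS bicarbonate replicate 2. For oePsbSoeβCA1βCA2 against oePsbS the 592 came to no less than 371, without oePsbSoeβCA1βCA2 water replicate 2. Another hour of harvest in the βCA lines cannot be told apart: 0 of 13 clock genes were called by edgeR, but the largest difference, 0.70 for PRR5 (standard error 0.30, adjusted p = 0.126), reached 1.31 with 2 standard errors added. Touch or wounding at harvest stays open, since the touch and calcium list was higher without the genes of Fig. 4E and 4F as well (adjusted p = 0.0381 with an estimated correlation). The activity of the βCA transgenes, which the design names, stays open as untested.

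Of the cold and CBF response list, 5 of 15 genes were lower with bicarbonate in Col-0, 3 of 17 in npq4-1 and 7 of 16 in oePsbS, where 1 was higher, and with an estimated correlation the list passed in Col-0 (adjusted p = 0.0484) but not in npq4-1 (0.0729) or oePsbS (0.279). The tables argue against fewer counts in the bicarbonate libraries, since the highest total was 1.19 times the lowest among the 18 libraries and the median total with bicarbonate was 1.08, 1.05 and 1.06 times that with water. This test replaced earlier forms after their outcome was seen: called lower genes had a median level −0.36, −0.37 and −1.45 log2 units from that of tested genes, which pointed to genes of low expression, and the called cold genes lay 4.195, −0.58 and −0.83 from it, which decided nothing. Another hour of harvest of the bicarbonate plants stays open: morning clock genes gained 0.614 over later ones in these genotypes (exact permutation p = 0.00025, the smallest the 8000 assignments can give) and 0.398 in the βCA lines (p = 0.005), and an effect of bicarbonate on the clock itself is equally open as untested. The clock test too replaced an earlier form, which used genes picked after they were seen to move together. Its present form was also set after the values were seen.

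With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 57 called genes in Col-0 (highest other split 9), 46 in npq4-1 (0), 243 in oePsbS (1), 141 in oePsbSoeβCA1 (0) and 237 in oePsbSoeβCA1βCA2 (0), each in 1 of 10 splits. For the gene lists called, the real splits gave 9 in Col-0 (8 of 10 splits as large, highest other 16), 9 in npq4-1 (6 of 10, 13), 19 in oePsbS (1 of 10, 13) and 16 in each βCA line (1 of 10, 13). The contrasts gave 30 genes for npq4-1 against Col-0 (highest other split 0), 235 for oePsbS (18), 8 for oePsbSoeβCA1 (1) and 4 for oePsbSoeβCA1βCA2 (0). Against oePsbS they gave 135 (1) and 303 (8) with water and 601 (1) and 357 (0) with bicarbonate, each in 1 of 10 splits. For the 87 genes called in both βCA lines, 1 of 100 combined splits was as large (highest other 0), but since no other split of either line called a gene this adds nothing to the splits of each line. For the differences of responses, the real split called the most genes, 1 of 33 splits each (highest others 357, 364 and 67). These splits permuted genotype labels within each treatment. Differences between genotypes then enter the spread of the relabelled groups and can lower their counts, so these splits cannot exclude chance. For the gene lists of these differences the same limit holds. The real split called 17 lists for oePsbSoeβCA1 against oePsbS (2 of 33 splits as large, highest other 17). It called 17 for oePsbSoeβCA1βCA2 against oePsbS and 16 for the mean responses (1 of 33 splits each, highest others 16 and 13). With an estimated correlation the real split of oePsbSoeβCA1βCA2 against oePsbS called 0 lists and another split 5, and that of oePsbSoeβCA1 against oePsbS 0 and another split 1. For the mean responses it called 7 and the highest other 0, under the same limit.

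Among genes the paper does not discuss, with water, CRT3 was higher in oePsbSoeβCA1 than in Col-0 (log2 fold change 2.506), QQS higher in oePsbS (3.588) and AT3G01345 higher in npq4-1 (9.567).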

How the results depend on the processing

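Of the alternatives, the fit without the oePsbSoeβCA1 library that lacks the excess of βCA1 was singled out after its value was seen. It repeats 1 of the planned fits without 1 library and is counted again beside it. The others were chosen before the data were examined. Of 23456 values of named genes under alternatives, 22647 kept their side of the threshold, 671 fell short of it, 138 newly passed it and 0 reversed. A reversal was counted only for a gene called in the main fit or the alternative. Genes called in neither could change sign and still count as kept, as CBF2 did in Col-0 (−0.82 to 0.65). Of the totals, levels and list counts of the comparisons, 593 stayed, 110 moved, 11 fell short and 1 newly passed; for gene lists 2389 stayed, 195 fell short, 42 newly passed, 17 moved and 1 reversed. The salicylate list in Col-0 was the result that reversed, to higher (adjusted p = 0.0339), without bicarbonate replicate 3 (0.0339 to 0.592 over the libraries left out). The cause was not tested for any change below, except that an adjusted p alone drops the fold change. DESeq2 on the same samples gave 2 genes up and 101 down in Col-0 and 17 up and 73 down in npq4-1. With no low-count filter, 1 gene was up in Col-0, 197 in oePsbSoeβCA1, 139 were shared by both βCA lines, and PsbS in oePsbSoeβCA1 passed at 1.275. edgeR on all 30 samples gave 3 up and 90 down in Col-0 and 9 down in oePsbSoeβCA1βCA2. DESeq2 on all 30 gave 7 up and 105 down in Col-0, 12 up in npq4-1, 13 down in oePsbSoeβCA1βCA2, and with water 59 genes for npq4-1, 15 for oePsbSoeβCA1 and 2 for oePsbSoeβCA1βCA2 against Col-0; it gave no adjusted p for PsbS at −9.434 in npq4-1, 1.322 in oePsbS and 1.728 in oePsbSoeβCA1βCA2. With a replicate block, 71 genes were down in npq4-1 and 46 differed between npq4-1 and Col-0 with water, against 103 in only the samples of the groups in the contrast. An adjusted p alone gave 1 up and 92 down in Col-0, 59 and 134 in npq4-1, 1480 and 1304 in oePsbS, 231 and 120 in oePsbSoeβCA1, 61 down in oePsbSoeβCA1βCA2, and 142 shared by both βCA lines. It gave 1531, 2482 and 2345 genes for the differences of responses, 134, 1627, 13 and 14 for npq4-1, oePsbS, oePsbSoeβCA1 and oePsbSoeβCA1βCA2 against Col-0, and, for the βCA lines against oePsbS, 1093 and 2602 with water and 3699 and 1615 with bicarbonate. Log2 TPM in limma gave 1.678 for PsbS and 0.431 for βCA2 in oePsbSoeβCA1βCA2, and length-scaled TPM counts 0.488 for βCA2, none past the threshold. Without the library lacking the βCA1 excess, 263 genes differed in response between oePsbSoeβCA1 and oePsbS. With an estimated correlation camera called 2 lists in Col-0, 0 in each other genotype and 7 in the difference of mean responses. In Col-0, npq4-1, oePsbS, oePsbSoeβCA1 and oePsbSoeβCA1βCA2, fry called 2, 4, 8, 2 and 9 lists and camera as reported 9, 9, 19, 16 and 16. Over all comparisons these tests called 15, 133 and 221. Without 1 library there were 0 to 3 genes up and 19 to 59 down in Col-0, 0 to 19 and 3 to 130 in npq4-1, 26 to 68 and 112 to 280 in oePsbS, 23 to 188 and 4 to 15 in oePsbSoeβCA1, 119 to 274 and 6 to 24 in oePsbSoeβCA1βCA2, and 12 to 147 shared. The differences of responses ranged from 175 to 461, 371 to 749 and 314 to 510. The contrasts with water ranged from 3 to 44 for npq4-1, 132 to 319 for oePsbS, 5 to 12 for oePsbSoeβCA1 and 3 to 4 for oePsbSoeβCA1βCA2 against Col-0, and from 52 to 193 and 179 to 392 for the βCA lines against oePsbS (341 to 657 and 241 to 424 with bicarbonate). βCA2 in oePsbSoeβCA1βCA2 ranged from 0.483 to 0.597. A simulated 2-fold change was called in at most 53.7% of cases, since a call also needs a log2 fold change beyond 1, and a 3-fold change in 88.1% to 95.5%; what depth limits was not tested.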

Differences from the paper's values

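The legend of Fig. 4B gives 147 genes for oePsbSoeβCA1 alone and 46 for oePsbSoeβCA1βCA2 alone (the paper's values), against 54 and 150 here. Of 21 alternatives set before the data were examined, the first came within 1.5 times the paper's value, the tolerance used throughout this part, only with an adjusted p alone (209) and the second only without oePsbSoeβCA1βCA2 bicarbonate replicate 2 (56). As drawn, Fig. 4B shows about 46 and about 150 for these lines, read by eye.

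For oePsbS with bicarbonate, Fig. 4A shows about 19 higher and about 120 lower genes (the paper's values, read by eye), against 40 and 203 here at the paper's thresholds. Of 15 alternatives, the higher genes came within 1.5 times the paper's value without oePsbS water replicate 2 or 3 (26 each). The lower genes did so without oePsbS water replicate 2 (133), water replicate 3 (112), bicarbonate replicate 2 (114) and bicarbonate replicate 3 (178), and with DESeq2 on all 30 samples (175). The others did not.

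Supplementary Fig. S1 gives transcript levels by quantitative PCR, read by eye as folds of Col-0; its caption names no treatment and averages 3 independent lines for the double and triple lines, while the values here are ratios of sequencing levels with water in 3 libraries of unstated origin, so the groups are not alike. For PsbS the paper's values are about 1.2 in oePsbSoeβCA1 and about 1.3 in oePsbSoeβCA1βCA2, against 2.417 and 3.314 here. For βCA1 they are about 3.9 in npq4-1, about 3.8 in oePsbS, about 37 in oePsbSoeβCA1 and about 6.4 in oePsbSoeβCA1βCA2, against 0.872, 0.822, 4.915 and 1.276. For βCA2 they are about 1.7, about 2.0, about 3.8 and about 280, against 0.9201, 1.01, 1.025 and 1.449. None of 12 alternatives brought any of these within 1.5 times the paper's value or within the replicate SD of it.

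Of the genes labelled as induced in both βCA lines, 20 of 22 in Fig. 4E and 16 of 18 in Fig. 4F were called in oePsbSoeβCA1 and all in oePsbSoeβCA1βCA2; some genes are labelled in both panels. Not called in oePsbSoeβCA1 were RTFL12 (log2 fold change 3.39, adjusted p = 0.0566), CYP707A3 (2.08, adjusted p = 0.0786), BT2 (1.47, adjusted p = 0.0621) and HFR1 (0.96, adjusted p = 0.0714). RTFL12 was called with DESeq2 on the same or all 30 samples, with edgeR on all 30, with no low-count filter and without any 1 of the line's bicarbonate replicates. CYP707A3 was called with edgeR or DESeq2 on all 30 samples, with no low-count filter and without bicarbonate replicate 1. BT2 was called with DESeq2 on the same or all 30 samples, with no low-count filter and without water replicate 1, and HFR1 without water replicate 1 or bicarbonate replicate 3.

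The paper reports hypoxia among the enriched categories of the βCA lines. Of the core hypoxia list here, which is not that category, 1 of 27 genes was called in oePsbSoeβCA1 and 4 of 28 in oePsbSoeβCA1βCA2, all higher.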

Other observations

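With water, AT3G01345 stood at 0.199 ± 0.140 CPM in Col-0 and had log2 fold changes of 9.76 in oePsbS, 9.37 in oePsbSoeβCA1 and 9.72 in oePsbSoeβCA1βCA2.

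With bicarbonate, βCA1 and βCA2 in oePsbS had log2 fold changes of 0.68 and 0.63 (adjusted p = 0.000508 for each) and PsbS 0.36 (adjusted p = 0.00491), all below the fold change threshold.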
